# The m^6^A-methylase complex recruits TREX and regulates mRNA export

**DOI:** 10.1038/s41598-018-32310-8

**Published:** 2018-09-14

**Authors:** Simon Lesbirel, Nicolas Viphakone, Matthew Parker, Jacob Parker, Catherine Heath, Ian Sudbery, Stuart A. Wilson

## Abstract

*N*^6^-methyladenosine (m^6^A) is the most abundant internal modification of eukaryotic mRNA. This modification has previously been shown to alter the export kinetics for mRNAs though the molecular details surrounding this phenomenon remain poorly understood. Recruitment of the TREX mRNA export complex to mRNA is driven by transcription, 5′ capping and pre-mRNA splicing. Here we identify a fourth mechanism in human cells driving the association of TREX with mRNA involving the m^6^A methylase complex. We show that the m^6^A complex recruits TREX to m^6^A modified mRNAs and this process is essential for their efficient export. TREX also stimulates recruitment of the m^6^A reader protein YTHDC1 to the mRNA and the m^6^A complex influences the interaction of TREX with YTHDC1. Together our studies reveal a key role for TREX in the export of m^6^A modified mRNAs.

## Introduction

The transport of mRNA from the nucleus to the cytoplasm represents a key step in the eukaryotic gene expression pathway. mRNA export is closely coupled with capping, splicing and 3′ end processing of primary transcripts^1^. The integration of RNA processing and export ensure high fidelity in the gene expression process and competition between export and surveillance factors determines whether mRNAs are exported or degraded^2^. The major complex involved in mRNA export is TREX which has 14 known subunits^1^. TREX triggers the recruitment of the NXF1:NXT1 heterodimer which is required for translocation of mRNA from its site of transcription through the nuclear pore to the cytoplasm. This is achieved by adaptor (ALYREF) and co-adaptor (CHTOP and THOC5) subunits within TREX which drive NXF1 into a conformation allowing a stable interaction with mRNA^3,4^. Additional adaptor proteins which bind and recruit NXF1 to the mRNP have been identified most notably SR proteins^5,6^.

Beyond RNA processing, a number of other regulatory processes have been implicated in mRNA export control including methylation of RNA, though the molecular mechanisms are unclear. The N^6^ methyladenosine modification (m^6^A) is the most common internal methylation event in mRNA^7^. Recent work indicates that it is persistent from birth to degradation of target mRNA under steady state conditions and its addition reduces the half life of its target mRNAs^8^. m^6^A influences a number of other processes including pre-mRNA splicing, alternative polyadenylation and translation^9,10^. Genome-wide analyses using the technique of m^6^A-seq.^11,12^ and more recently cross-linking immunoprecipitation (CLIP)^13^ have revealed a distinctive landscape of m^6^A modifications on mRNAs with peaks in long internal exons and 3′ UTRs. These peaks are enriched in an RRACU consensus sequence. The heterodimeric METTL3 and METTL14 complex is responsible for the catalytic addition of the m^6^A modification upon target RNAs, often referred to as “writers”. Two further regulatory members of the m^6^A complex, WTAP and KIAA1429, are responsible for the targeting and formation of an active m^6^A complex^14,15^. RBM15 and RBM15B bind the methylase complex and recruit it to specific sites in mRNA^16^. Notably both RBM15 and RBM15B have been implicated in mRNA export control^17,18^. ZC3H13 is the most recently discovered member of the m^6^A complex which bridges the interaction between RBM15 and WTAP^19^ and maintains the nuclear localisation of the m^6^A complex^20^.

The “reader proteins” recognise and bind the m^6^A modification and include cytoplasmic YTHDF1, 2, 3^21,22^, nuclear YTHDC1^23^, and several hnRNP proteins including HNRNPC which alters splicing decisions^24^ and HNRNPA2B1 which regulates miRNA processing^25^. The cytoplasmic reader proteins play roles in translation and mRNA stability^22,26^. The nuclear reader protein, YTHDC1, has been implicated in splicing control^27^ and transcriptional silencing of XIST^16^. YTHDC1 also plays a role in the control of mRNA export where it has been proposed to work in conjunction with SRSF3 to promote export of selected transcripts^28^.

A further connection between the m^6^A machinery and mRNA export was observed following depletion of writer METTL3. This led to an alteration in the circadian clock through altered export kinetics for key mRNAs involved in this process^29^, though the molecular mechanisms involved were not described. Finally, evidence of a connection between mRNA export and m^6^A comes from a class of proteins known as “erasers” (ALKBH5 and FTO) that can remove the modification. Both are members of the same ALKB subfamily of Fe(II)/2-oxoglutarate dioxygenases. FTO preferentially recognises N^6^-2′-O-dimethyladenosine (m^6^A_m_) located adjacent to the mRNA m^7^G cap and this modification increases mRNA stability^30^. ALKBH5 is located in nuclear speckles in common with mRNA splicing and export factors and its loss is reported to lead to increased cytoplasmic poly(A)^+^ RNA signal, suggesting an alteration in mRNA export control though again the molecular mechanisms involved are unclear^31^.

In this study we reveal how the m^6^A machinery exerts control on mRNA export via TREX. The m^6^A writer complex recruits TREX to specific mRNAs and TREX stimulates recruitment of YTHDC1 to the mRNP. Knockdown of the m^6^A writer complex also stimulates TREX interactions with YTHDC1. NXF1 associates with both TREX and YTHDC1 indicating they collaborate to drive efficient export of transcripts subject to m^6^A control.

## Results

### TREX associates with the m^6^A methyltransferase complex

To explore the connection between the m^6^A modification and mRNA export, we immunoprecipitated subunits of the m^6^A complex and assessed their interaction with TREX in the presence of RNase A, to disrupt interactions bridged by RNA (Fig. 1A,B). Multiple TREX subunits (ALYREF, UAP56, THOC5, CHTOP) co-immunoprecipitated (co-IP) with all four subunits of the core m^6^A complex (WTAP, METTL3, METTL14, KIAA1429). In contrast, HNRNPA1 did not, indicating that RNase A treatment prevented co-IP of general mRNP binding proteins. To further investigate these interactions we knocked down KIAA1429 using RNAi (Fig. 1C), carried out a WTAP IP and examined the impact on binding partners (Fig. 1D). Depletion of KIAA1429 significantly reduced the levels of METTL3 associated with WTAP, indicating KIAA1429 is important to maintain integrity of the core m^6^A complex. Furthermore, KIAA1429 RNAi led to reduced levels of TREX subunits associated with WTAP. However, the combined knockdown of WTAP and KIAA1429, did not disrupt the association of METTL3 with ALYREF (Fig. 1E). Therefore, the reduced levels of TREX associated with WTAP following KIAA1429 RNAi most likely reflect a reduced association of WTAP with METTL3 in that context. Whilst the levels of TREX subunits in the cell were unaffected by KIAA1429 RNAi, the levels of WTAP protein increased significantly (Fig. 1D, see inputs) as reported previously^32^, suggesting the cells attempts to compensate for KIAA1429 loss with increased WTAP levels. Together these results indicate that TREX associates with the m^6^A methylase complex.

**Figure 1:**
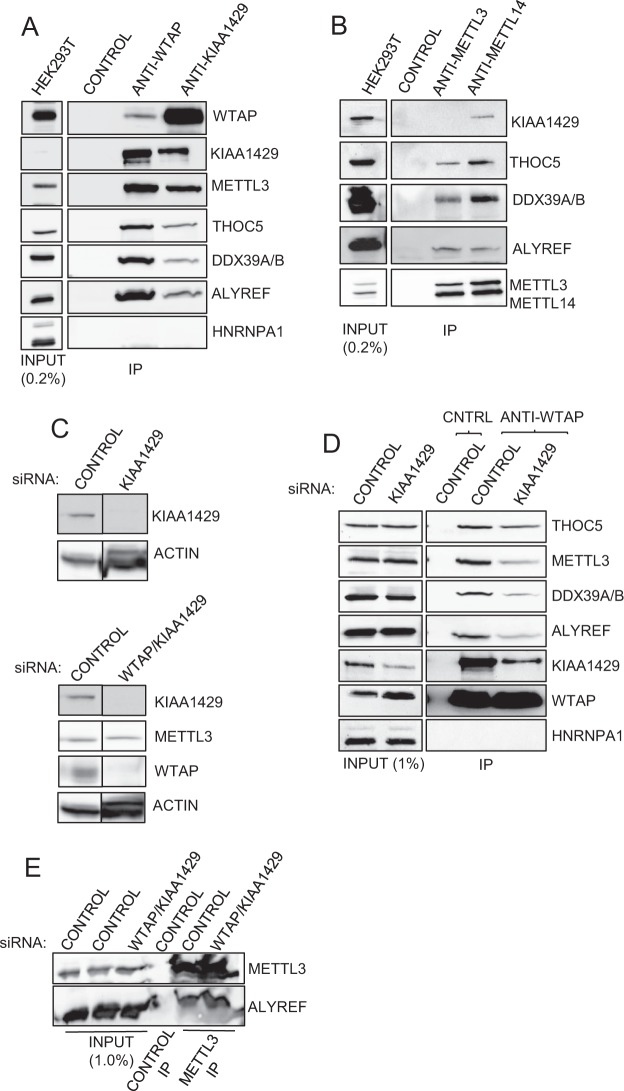
The TREX complex associates with the m^6^A methyltransferase complex. (**A**) WTAP and KIAA1429 co-IP/Western analysis with TREX complex subunits. CONTROL antibody was anti-FLAG throughout the study. Antibodies used for IP are shown above the panels and antibodies used for detection on the right hand side of panels throughout the study. (**B**) METTL3/METTL14 Co-IP/Western with TREX subunits. (**C**) Western analysis showing efficient depletion of KIAA1429 by RNAi (upper panel). Combined KIAA1429 and WTAP siRNA treatment resulted in substantial knockdown of both proteins (lower panel). (**D**) WTAP Co-IP/Western analysis in a KIAA1429 siRNA background with the indicated TREX and m^6^A machinery subunits. (**E**) METTL3 co-IP/Western analysis with ALYREF. METTL3 antibody was used for the IP. All Co-IP analysis presented in the paper were carried out in the presence of RNase A. Where separate panels are shown for same the protein in Western blots, these are all taken from the same blot at the same exposure. Full size blots are displayed in Supplementary Information.

### The m^6^A methyltransferase complex regulates nuclear export of transcripts

Given the association of the m^6^A machinery with TREX, we investigated the functional consequences of this interaction. We focussed our analysis on KIAA1429 and WTAP since subcellular fractionation showed they were associated with the chromatin and nucleoplasmic fractions, similar to TREX subunits (Fig. S1A). RNAi mediated knockdown of KIAA1429, WTAP, or KIAA1429 + WTAP gave no detectable mRNA export block using oligo (dT) fluorescence *in situ* hybridisation (FISH) (Fig. S1B). We reasoned that this may be because only a fraction of the transcriptome is subject to m^6^A control^11^. Therefore, we examined the nucleocytoplasmic distribution of selected transcripts following individual RNAi of KIAA1429 or WTAP using RT-qPCR. Transcripts were selected for analysis by cross referencing WTAP CLIP^33^, YTHDC1 CLIP^23^ and m^6^A RIPseq.^13^. By comparing all three data sets we identified methylated transcripts bound by WTAP or YTHDC1 or both (Table S1). TAF7 was chosen as a methylated intronless transcript, negating any splicing defect we may have observed. PTPN12 and DICER contain large internal m^6^A modified exons^11,13^. The transcripts GSTP1, MC1R and SYMPK were chosen as negative controls since they did not appear in our filtered list of methylated transcripts. We examined the nuclear/cytoplasmic ratio for the selected transcripts following single knockdown of either KIAA1429 or WTAP but did not see any significant differences (Fig. S2).

Since we had observed that KIAA1429 knockdown led to increased levels of WTAP protein, we reasoned that such a compensatory mechanism may mask any defects in mRNA export. We have observed similar compensatory mechanisms previously masking mRNA export defects for subunits of the TREX mRNA export complex^34^. Therefore, we examined the impact of a combined knockdown of WTAP and KIAA1429 on the nucleocytoplasmic distribution of selected mRNAs. siRNA treatment led to robust knockdown of both WTAP and KIAA1429 (Fig. 2A), but the reduction in the levels of these proteins did not impact on METTL3 levels. Depletion of WTAP and KIAA1429 led to a clear increase in the nuclear/cytoplasmic ratio of the spliced and intronless RNAs selected for their binding to the m^6^A complex. In contrast, transcripts with no evidence for association with this complex (GSTP1 and SYMPK), showed no significant alteration in their nuclear/cytoplasmic ratios. These data suggest that the m^6^A methylation machinery is required for efficient export of transcripts it associates with.

**Figure 2:**
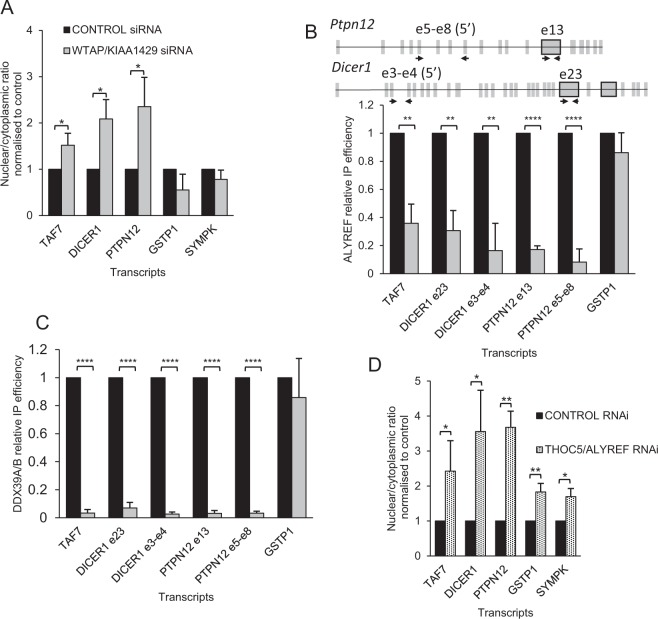
Co-knockdown of KIAA1429 and WTAP results in an export block for methylated transcripts. (**A**) qRT-qPCR analysis of m^6^A modified (TAF7 (intronless), DICER1, PTPN12 (spliced) and non-m^6^A modified mRNAs (GSTP1, SYMPK). The nuclear/cytoplasmic ratios normalised to control siRNA treated cells are shown. (**B**) ALYREF RNA immunoprecipitation (RIP) analysis by RT-qPCR are shown together with the positions of primers used on the long internal exon genes. Long internal exons with reported m^6^A sites^11^ have a black outline. (**C**) DDX39A/B RIP analysis by RT-qPCR. (**D**) RT-qPCR analysis the nuclear/cytoplasmic ratios for selected transcripts following THOC5/ALYREF combined RNAi. RT-qPCR results throughout the paper represent the averages from 3 independent experiments with standard deviations presented.

As TREX associates with the m^6^A methylase complex we considered that the block in mRNA export observed following WTAP/KIAA1429 RNAi might be due to inefficient loading of TREX onto mRNAs recognised by the m^6^A complex. To test this we used RNA immunoprecipitation (RIP) combined with RT-qPCR to measure the amount of mRNAs associated with the TREX subunits ALYREF and DDX39A/B (Fig. 2C,D). WTAP/KIAA1429 knockdown led to a drastic reduction in the levels of selected transcripts associated with TREX subunits ALYREF and DDX39A/B, but had no impact on the levels of the control GSTP1 mRNA bound to these proteins. For both DICER1 and PTPN12, chosen as they have long internal exons containing m^6^A sites^11^, the recruitment of ALYREF was also disrupted in regions of the mRNA not reported to have m^6^A sites (Fig. 2C). This suggests that either additional m^6^A sites are present in these mRNAs which have thus far eluded detection or alternatively that loss of ALYREF or UAP56/DDX39B at a single site on the mRNA has a propagative effect, leading to disruption of additional binding sites for these proteins on the mRNP. Double RNAi of ALYREF/THOC5 which disables TREX^34^, led to a robust increase in the nuclear-cytoplasmic ratio for transcripts known to carry the m^6^A modification (Fig. 2E). Thus establishing that mRNAs dependent on WTAP/KIAA1429 for efficient export, also require TREX. Together these data show that the m^6^A methylase complex association with certain mRNAs leads to stable binding of TREX to those mRNAs and subsequent export.

### Global analysis of WTAP/KIAA1429 knockdown on mRNA export

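RNA from nuclear and cytoplasmic fractions of human embryonic kidney cells was sequenced after transfection with control siRNA or with siRNAs against WTAP and KIAA1429. The methods name the cells as 293 T and the sample labels as HEK293. The siRNAs were used at 10 nM, and cells were incubated for 72 hours with a second transfection at 48 hours. The libraries were made from mRNA with the Lexogen SENSE kit, and the authors trimmed the reads with cutadapt and merged lanes. They then estimated transcript abundances with salmon against the Ensembl annotation of hg19. Salmon divides reads shared between transcripts, so its counts are estimates that need not be whole numbers. Estimates were available for 9 samples. Of these, 3 were control nuclear, 3 were WTAP/KIAA1429 RNAi nuclear, 2 were WTAP/KIAA1429 RNAi cytoplasmic (replicates 1 and 2) and 1 was control cytoplasmic (replicate 2). Fig. 3A gives 3 replicates, and the remaining cytoplasmic samples were not in the files analysed here, so the control cytoplasmic values have no replicates. Each sample listed the same 215170 transcripts. The estimated counts summed to 19036141 in the control cytoplasmic sample and to 17602918, 14995904 and 12709984 in the control nuclear replicates 1, 2 and 3. They summed to 16681021 and 13042664 in the RNAi cytoplasmic replicates and to 16258503, 11627403 and 14890948 in the RNAi nuclear replicates. Transcripts were assigned to genes through GENCODE version 44 mapped to GRCh37, the same genome build as hg19. This covered 183122 transcripts (85.1%) and between 83.07% and 88.31% of the estimated counts of a sample, and the other transcripts were left out. The estimated counts of each gene were summed and rounded. The 16181 genes with at least 10 estimated counts in at least 3 samples were tested with edgeR's quasi-likelihood test after TMM normalization. All 9 samples entered a fit of 4 groups, so that the spread of the replicated groups also served the control cytoplasmic sample, and the biological coefficient of variation was 0.1381. The contrast compared the nuclear/cytoplasmic ratio after RNAi with that in the control, as the paper's contrast formula does, and the paper's thresholds were used (log2 fold change beyond 0.5 in size, Benjamini-Hochberg FDR under 0.1). Between the replicates of a group, Pearson's r of log2 CPM (counts scaled for the TMM-normalized library size) across genes ranged from 0.9723 to 0.9861, and no pair differed by as little as sampling noise alone would give, with a chi-square per degree of freedom of at least 5.61. In the samples with the most and the fewest counts assigned to genes, 3 counts correspond to 0.19 and 0.303 CPM. Choices that could change the numbers are the gene annotation, the handling of transcript length, the filter on low counts and the edgeR test, of which the methods name the annotation and tximport for the aggregation to genes.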

To extend our studies transcriptome-wide we carried out RNA-seq analysis of nuclear and cytoplasmic RNA fractions derived from cells depleted for both WTAP and KIAA1429. 

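The fit of the 9 samples found 1680 genes with an increased nuclear/cytoplasmic ratio and 1273 with a decreased ratio among the 16181 genes tested (log2 fold change beyond 0.5 in size, FDR under 0.1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the increased genes 1525 were protein-coding, as were 1227 of the decreased genes. The median absolute log2 fold change was 1.411 for increased genes (quartiles 1.018 and 2.029). The control cytoplasmic group held 1 sample, so the control ratio had no replicate check in its cytoplasmic part. With each of the other samples left out in turn, between 1218 and 2023 genes were increased and between 575 and 1585 were decreased. For 1663 of the increased genes and 1272 of the decreased genes, the sign held in every one of these fits. With the replicate number of the labels as a block, 2121 genes were increased and 1917 decreased. In the nuclear fractions, control and RNAi samples with the same replicate number deviated together only weakly (mean correlation across genes of 0.113 over 3 pairs). The mean of -0.056 over 6 pairs with different numbers is not a separate baseline, since deviations from a group mean cancel out within the group. These pairs do not show whether the nucleus and cytoplasm of the same number deviate together. In the nuclear fraction alone, where each group had 3 samples, 792 genes differed between RNAi and control under the same thresholds. With a sample left out, this count lay between 52 and 1071. DICER1 (chromosome 14 of GRCh37, 95552565 to 95624347, minus strand, with up to 30 exons) was among the increased genes, with a log2 change of the ratio of 1.345 (standard error 0.245, FDR 0.00959). It had 35.64 ± 5.66 CPM in control nuclei and 47.59 ± 2.07 after RNAi (SD, n = 3 each), against 55.98 in the control cytoplasm (no replicates) and 29.56 ± 5.67 in the RNAi cytoplasm (SD, n = 2). PTPN12 (chromosome 7, 77166612 to 77269386, plus strand) was increased by 1.388 (standard error 0.322, FDR 0.02347). The number of decreased genes depended strongly on some choices of processing. Scaling by library size only gave 164 decreased and 2236 increased genes, while DESeq2 size factors in the edgeR fit gave 1239 and 1690. A limma fit on log2(TPM + 1), which changes the test and the scale of the data as well as the normalization, gave 27 and 721.

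**Figure D1:**
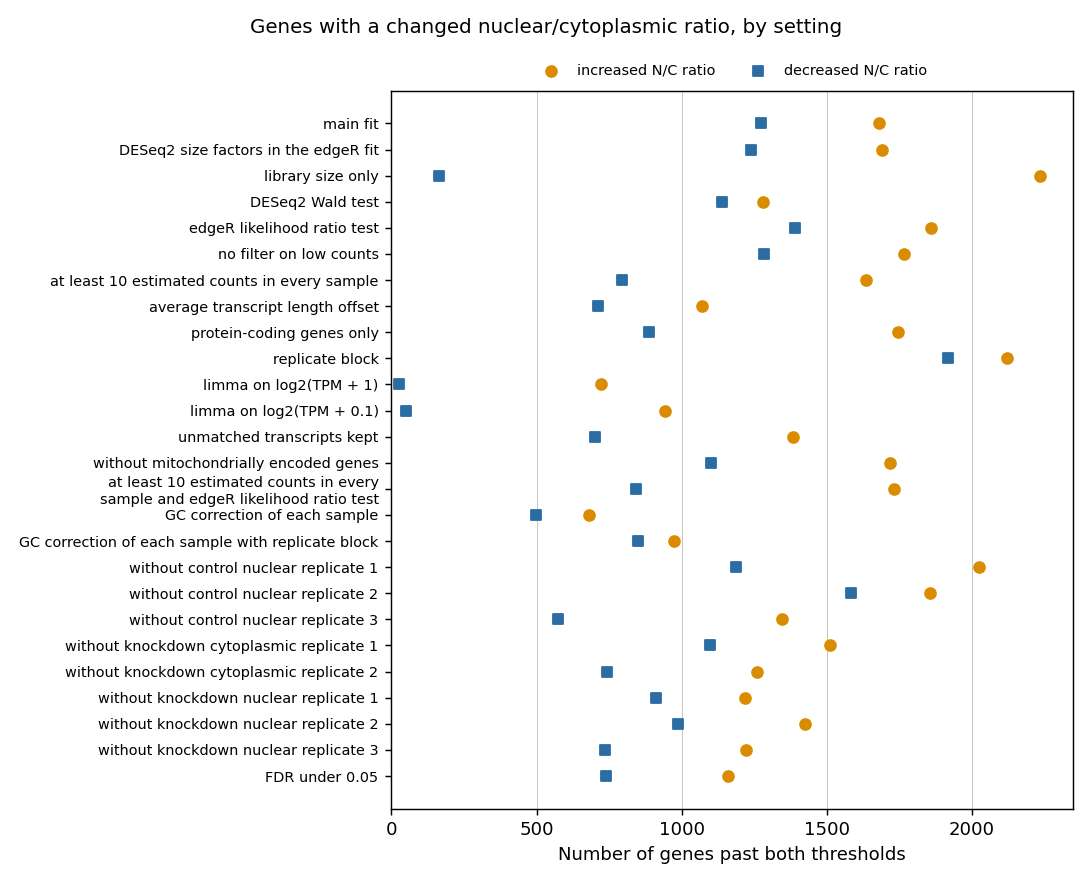
Number of genes past both thresholds (x axis) under the main fit and each alternative setting (y axis), with increased nuclear/cytoplasmic (N/C) ratios as circles and decreased ratios as squares. Increased genes range from 682 with a GC correction to 2236 with library size only, and decreased genes from 27 in the limma fit on log2(TPM + 1) to 1917 with the replicate block. The GC corrections, the fits with unmatched transcripts and without mitochondrial genes, and the fit with filter and test changed together were chosen after seeing the data.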

These studies identified 301 mRNAs whose nuclear/cytoplasmic ratio increased indicative of an mRNA export block and 111 mRNAs with a decreased nuclear/cytoplasmic ratio (Fig. 3A). Further investigation of the mRNAs with a decreased nuclear/cytoplasmic ratio revealed that 70% of them displayed a reduction in their nuclear levels and a concomitant increase in their cytoplasmic levels (Fig. S3D,E), suggesting that they are more exported. 

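Among the 1273 genes with a decreased nuclear/cytoplasmic ratio, 886 (69.6%, 95% Wilson interval 67.02 to 72.06) had a lower nuclear and a higher cytoplasmic level after RNAi by the signs of their log2 fold changes. The cytoplasmic level was higher for 1262 of them (99.1%) and the nuclear level lower for 897 (70.5%). The cytoplasmic change was the larger, with a median log2 fold change of 0.65 against -0.124 in the nucleus. Tested within a fraction, 987 of the genes passed an FDR of 0.1 in the cytoplasm and 225 in the nucleus (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), where the cytoplasmic test rested on 1 control sample and 2 RNAi samples. The signs count every gene, including those whose change in a fraction is within the replicate spread. A limma fit on log2(TPM + 1) gave the share furthest from this, 51.85% of its 27 genes. Selecting genes for a decreased ratio itself favours these signs, so the share cannot test for more export. The paper's share counts genes in clusters, and by clusters the share here was 79.1%. The paper takes the opposite changes in the fractions as a sign that these mRNAs are more exported.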

The average size of the effect on these mRNAs was much smaller than the effect on mRNAs with increased nuclear/cytoplasmic ratio (Fig. S3C,F) and these mRNAs had only a weak enrichment for genes previously reported to be methylated (1.5x enrichment, Fig. S3E). 

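The median absolute log2 fold change of the nuclear/cytoplasmic ratio was 0.755 for the 1273 decreased genes (quartiles 0.623 and 0.954) and 1.411 for the 1680 increased genes (quartiles 1.018 and 2.029). The difference of the medians, 0.657, was larger than any of 100000 permutations of the genes between the sets gave (permutation test across genes, p = 1e-05, the smallest these permutations can give). Genes of a set share samples and are not independent replicates. Mean absolute changes were 0.947 and 1.682. The difference reversed in the limma fit on log2(TPM + 1), where the increased genes had the smaller median by 0.438 (a difference of -0.438, permutation test p = 0.00041) and the decreased set had 27 genes. The methylation sites behind the enrichment in Fig. S3E were not in the files analysed here. From the smaller effect and the weaker enrichment, the paper reasons that the change of these mRNAs could be indirect.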

This suggests that the change to these cytoplasmically accumulating mRNAs could be an indirect effect. However, we did note an enrichment for genes annotated with the GO terms “endoplasmic reticulum” (2.9x enrichment, q-value = 0.008) and “extracellular region” (2.0x enrichment, q-value = 0.002). This is consistent with reports that mRNAs for some secreted proteins use an alternate export mechanism^35^. Focussing on the mRNAs with an increased nuclear/cytoplasmic ratio, we found a strong overlap between this group and mRNAs previously reported to have m^6^A methylation sites (206/301 genes) (Fig. 3B). Moreover, gene products which displayed an mRNA export block had higher numbers of reported methylation sites than other methylated gene products which did not show nuclear accumulation (Fig. 3C). 

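The longest final exon of each gene was taken from the annotated transcripts that the salmon estimates list. Its median length was 2851 nt for the 1680 genes with an increased nuclear/cytoplasmic ratio (quartiles 1614 and 4558 nt) and 1652 nt for the 14501 tested genes that were not increased (quartiles 795 and 2959 nt). The medians differed by 0.237 on the log10 scale, more than any of 100000 permutations of the genes gave (permutation test across genes, p = 1e-05, the smallest they can give). The 1273 decreased genes had a median of 1226 nt (quartiles 695 and 2175 nt). All tested genes had a value. The miCLIP sites that separate methylated from non-methylated genes in Fig. 3D were not in the files analysed here, so these sets are not divided by methylation. The filter on low counts moved the difference most. Without it, the medians differed by 0.533 on the log10 scale. Using the final exon of the most abundant transcript of each gene, they differed by 0.057 (permutation test, p = 0.01326). The paper draws its comparison from the longest final exon per gene.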

The methylated transcripts which showed nuclear accumulation also had longer final exons on average than non-methylated transcripts which did not show an export block (Fig. 3D). 

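Of the 1680 genes with an increased nuclear/cytoplasmic ratio, 1205 (71.73%, 95% Wilson interval 69.53 to 73.83) had a higher nuclear and a lower cytoplasmic level after RNAi, by the signs of the log2 fold changes in the same fit. Among the tested genes that were not increased the share was 16.8%. Selecting genes for an increased ratio itself favours these signs, so the comparison with the other genes cannot test for an export block. The cytoplasmic level was lower for 1678 of the increased genes (99.9%), with a median log2 fold change of -1.258, and the nuclear level was higher for 1207 (71.8%), with a median of 0.19. Within a fraction, 1503 of the genes passed an FDR of 0.1 in the cytoplasm and 225 in the nucleus (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The nuclear comparison rested on 3 samples in each group and the cytoplasmic one on 1 control and 2 RNAi samples. Among the alternatives, a limma fit on log2(TPM + 1) moved the share most, to 84.74% of 721 genes. The paper's share counts genes in clusters, and by clusters the share here was 67.44%. The paper reads increased nuclear together with decreased cytoplasmic levels as the pattern of an export block.

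**Figure D2:**
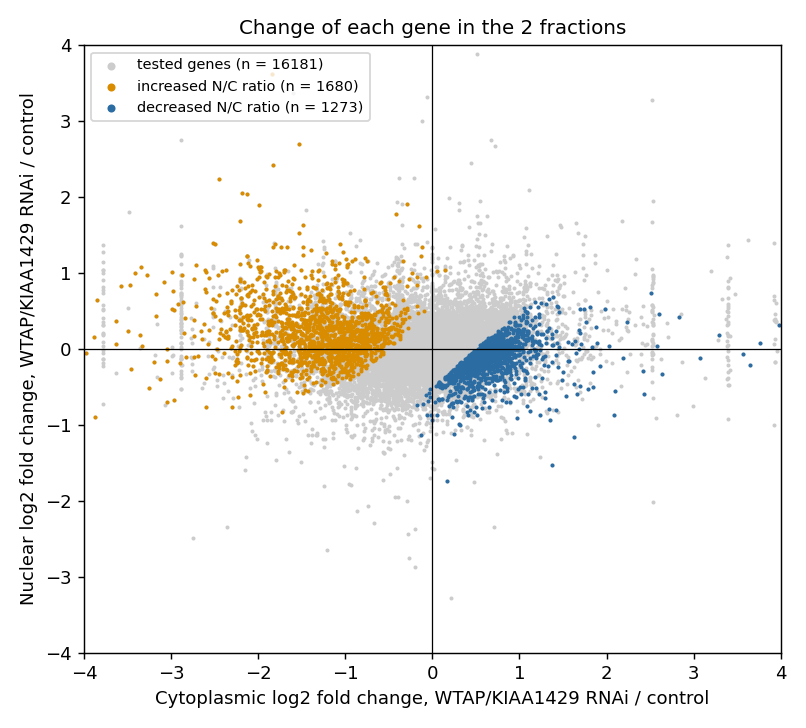
Log2 fold change of each tested gene after WTAP/KIAA1429 RNAi in the cytoplasm (x axis) and the nucleus (y axis), with genes of increased nuclear/cytoplasmic (N/C) ratio in orange, decreased in blue and the other tested genes in grey. Most of the 1680 orange points lie left of 0 on the x axis and close to 0 on the y axis, and 150 genes with a change beyond 4 in either fraction lie outside the axes.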

Consistent with an export block, we noted that 86% of mRNAs with an increased nuclear/cytoplasmic ratio, displayed increased nuclear and decreased cytoplasmic mRNA levels (Fig. S3A,B).

**Figure 3:**
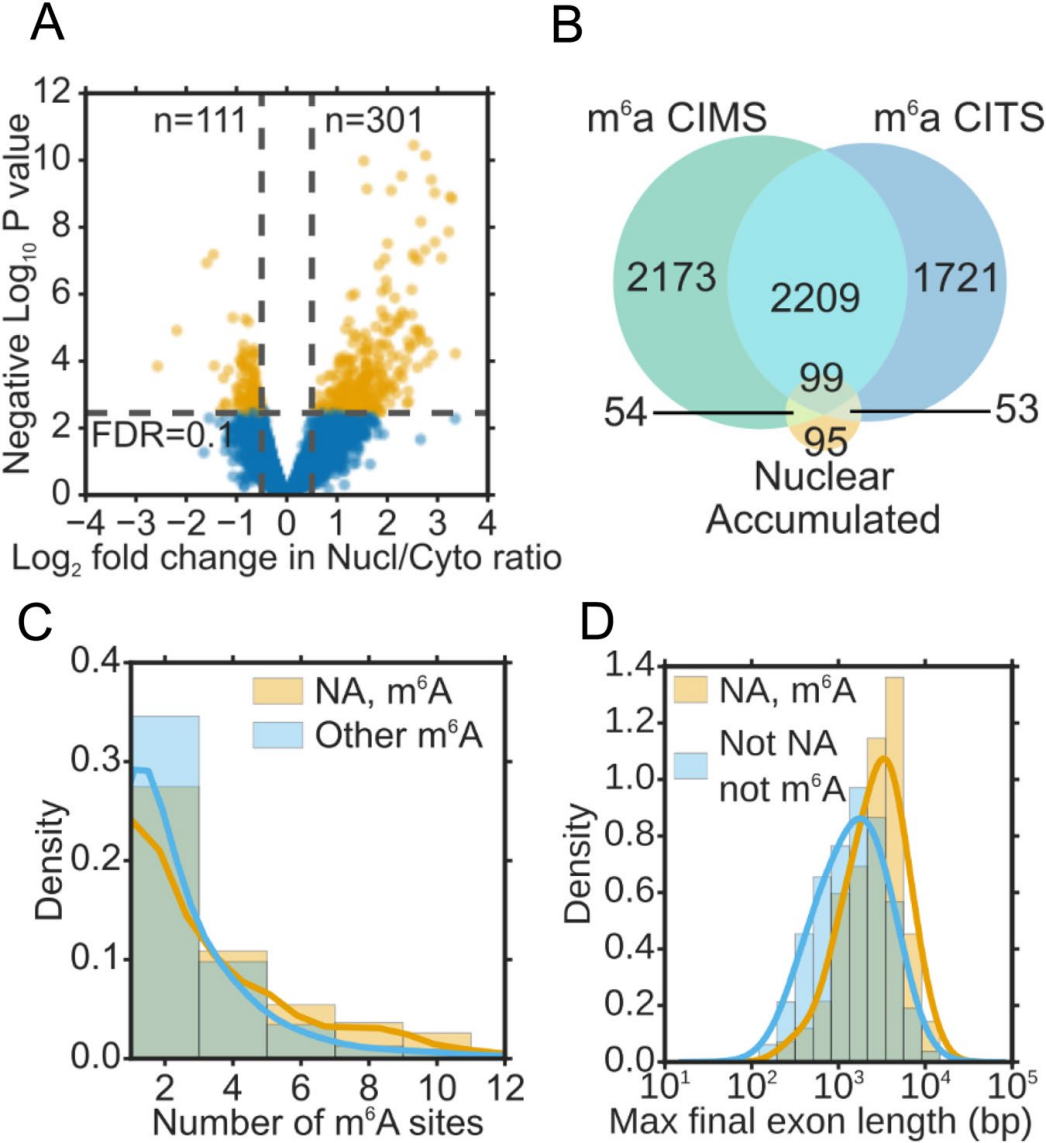
Global pattern of mRNA distribution following WTAP/KIAA1429 knockdown. (**A**) Volcano plot showing log2 fold change in nuclear/cytoplasmic ratio in WTAP/KIAA1429 knockdown vs. control RNAi, determined by RNA-seq (n = 3). A fold change of 0.5 and an FDR of 0.1 were used to identify significantly differentially localised genes. (**B**) Overlap of nuclear accumulating genes with methylated genes, as determined by m^6^A iCLIP (miCLIP)^52^. Genes were considered to be methylated if they contained one or more miCLIP peaks within an exonic region of the gene. CIMS (cross linking induced mutation site) and CITS (crosslinking-induced truncation sites) are two alternative ways of identifying m^6^A sites as described in^52^. (**C**) Number of m^6^A sites in exonic regions per gene for nuclear accumulating (NA) methylated genes, vs. other methylated genes. (**D**) Length of the longest final exon per gene (log10 scale) for NA methylated genes vs. non-NA non-methylated genes.

Since TREX deposition and mRNA export are coupled with splicing, we examined to what extent knockdown of WTAP/KIAA1429 altered splicing using the RNA-seq datasets. We looked at the frequency of retention of three classes of introns: constitutive, annotated retained and alternative (Fig. 4A). Retention of constitutive introns was detected in appoximately 6% of gene products, whereas annotated retained and alternative introns showed much lower increases. These data indicate that WTAP and KIAA1429 are required for correct splicing of some mRNAs as reported previously^10,36^. We examined the overlap between those gene products with retained introns and those which are reported to be methylated and found that 533 gene products with retained introns are reported to be methylated (Fig. 4B). The remaining 593 gene products with intron retention are not reported as methylated, but this may be due to poor sensitivity in detection of this modification in certain mRNAs. Alternatively, this may point to a role for these proteins in splicing not connected with their ability to trigger the m^6^A modification. We also examined the overlap between gene products which had an mRNA export block and those which had retained introns and found that only 29 gene products with an mRNA export block had altered splicing (Fig. 4C; these 29 did not include DICER1 or PTPN12). 255 genes products had no detectable splicing defect and yet had a clear mRNA export block indicating that for the majority of mRNAs, the effect on mRNA export cannot be trivially explained by a defect in splicing.

**Figure 4:**
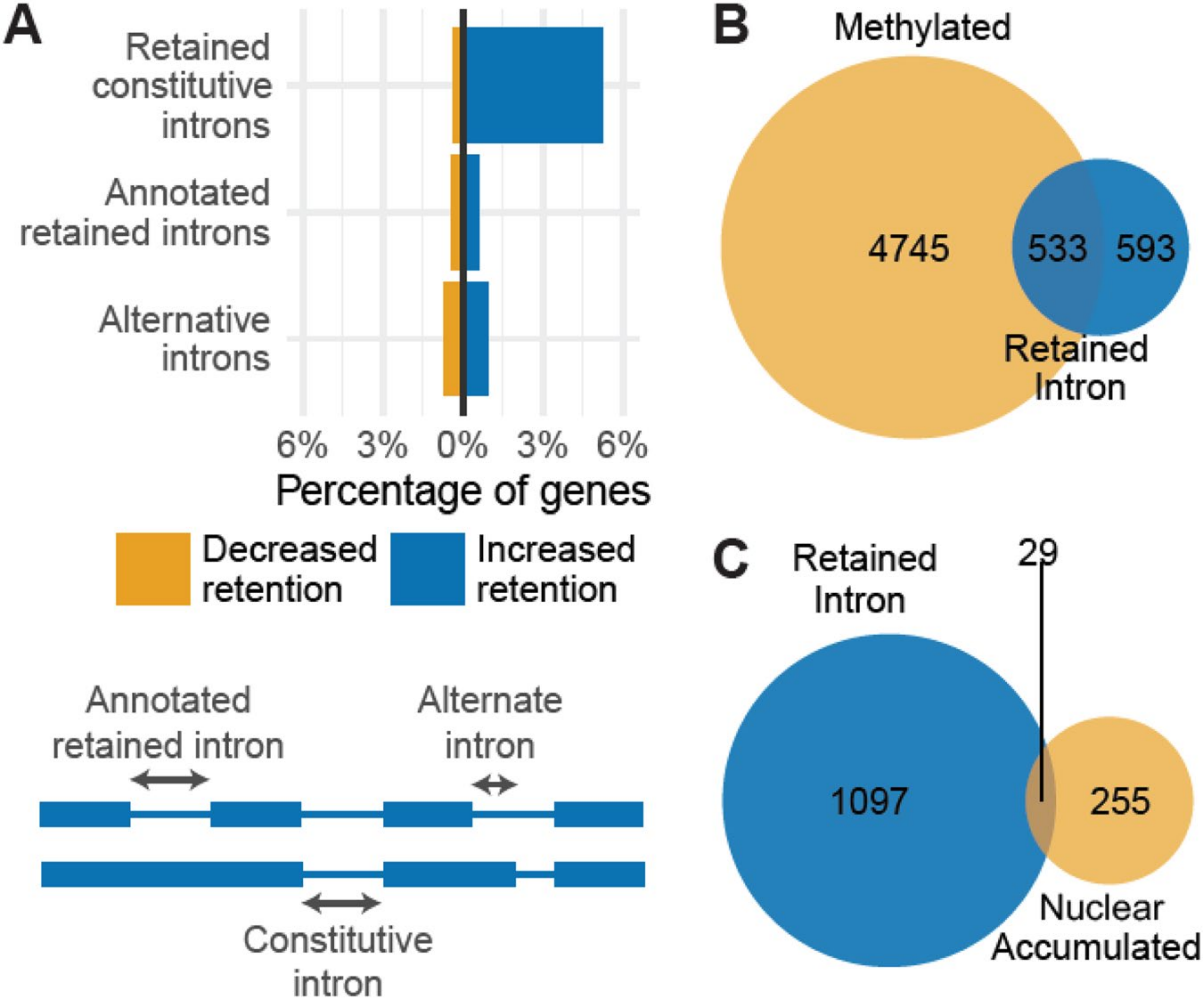
Effect of WTAP/KIAA1429 knockdown on intron retention. (**A**) Introns were divided into three categories (lower panel) – intron that is already annotated as being retained (Annotated retained intron), sequence that is always intronic in the annotation (Constitutive intron) and sequence that is sometimes intronic, sometimes exonic (Alternative intron). We measured the number of gene products containing an intron with evidence of a significant increase in intron retention (adjusted p-value < 0.1; logFC > 1) for each intron type as a fraction of gene products that contained introns of that type (upper panel). (**B**) Overlap of gene products showed to be methylated (m^6^A) with gene products showing evidence of increased intron retention on WTAP/KIAA1429 knockdown. (**C**) Overlap of gene products that show significant evidence of increased intron retention with gene products that show significant nuclear accumulation upon WTAP/KIAA1429 knockdown.

### YTHDC1 cooperates with TREX in mRNA export

Recent work has shown that knockdown of the methylation reader, YTHDC1, leads to nuclear retention of YTHDC1 target transcripts^28^. We therefore investigated whether WTAP/KIAA1429 and YTHDC1 were acting in a common export pathway. We found that export targets for WTAP/KIAA1429 (Fig. 3A) are more downregulated on YTHDC1 knockdown than non-targets and the effects were similar in both cytoplasmic and nuclear RNA (Fig. S4). These data suggest that WTAP/KIAA1429 and YTHDC1 act on a common set of transcripts in mRNA export. To explore this further, we established a stable inducible YTHDC1 RNAi cell line and initially found that YTHDC1 was essential for cellular proliferation (Fig. S5B,C). We analysed the nuclear/cytoplasmic ratio following YTHDC1 RNAi and observed that TAF7, DICER1 and PTPN12, which were dependent on WTAP/KIAA1429 for mRNA export, had a dramatically increased nuclear/cytoplasmic ratio following YTHDC1 RNAi (Fig. 5A).

**Figure 5:**
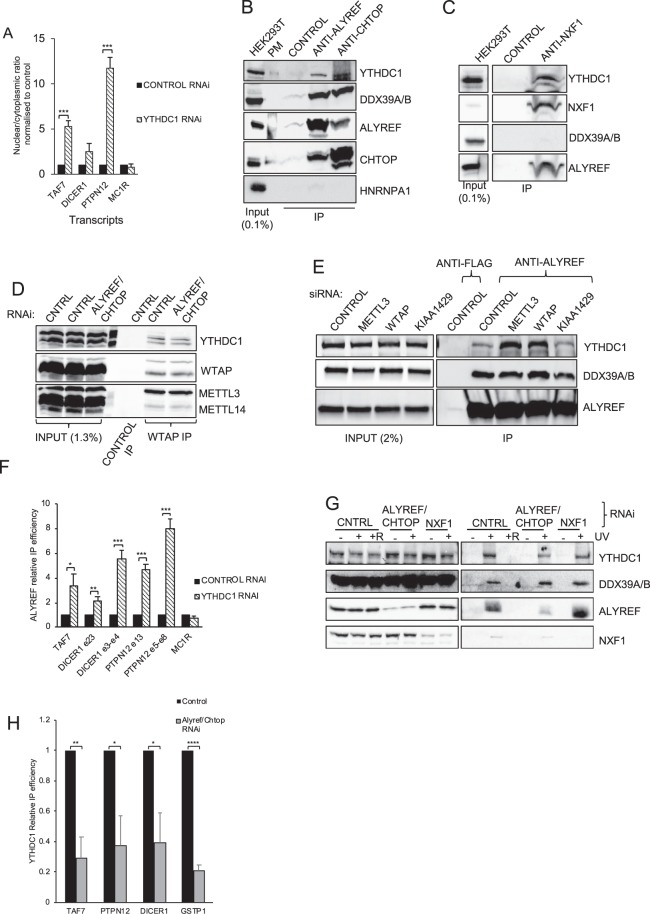
YTHDC1 associates with TREX and is required for mRNA export. (**A**) RT-qPCR analysis of the nuclear:cytoplasmic ratios for m^6^A modified (TAF7, DICER1, PTPN12) and non-modified (MC1R) transcripts following knockdown of YTHDC1. (**B**) Co-IP/Western analysis of ALYREF and CHTOP TREX subunits with YTHDC1 and other TREX subunits. PM = A lane where a protein marker was loaded. (**C**) Co-IP/Western analysis of NXF1 and YTHDC1. (**D**) WTAP co-IP/Western analysis with the indicated proteins in Control and ALYREF/CHTOP RNAi backgrounds (**E**) CO-IP/Western analysis of ALYREF with YTHDC1 and UAP56 in a background where METLL3, WTAP and KIAA1429 were knocked down using RNAi as indicated. (**F**) RT-qPCR RIP analysis of ALYREF in control RNAi and YTHDC1 RNAi cells. (**G**) UV crosslinking-mRNP capture analysis for the indicated proteins following depletion of ALYREF/CHTOP combined or NXF1. “R” indicates treatment with RNase A prior to oligo (dT) capture, as a control. (**H**) RT-qPCR RIP analysis of YTHDC1 in control and ALYREF/CHTOP RNAi cells. Where separate panels are shown for same the protein in Western blots, these are all taken from the same blot at the same exposure. Full size blots are displayed in Supplementary Information.

We noted that a recent large scale unbiased Co-IP mass spectrometry experiment analysed NXF2 as one of many baits and identified YTHDC1 as an interacting partner^37^. NXF2 has a highly restricted expression pattern and is mainly expressed in testis. Therefore, we explored whether YTHDC1 might also interact with the more prevalent and sequence related mRNA export receptor, NXF1. These experiments revealed that YTHDC1 Co-IPed with ALYREF, DDX39B and CHTOP TREX subunits together with NXF1 (Fig. 5B,C). Although YTHDC1 was present in an NXF1 IP, we could not detect NXF1 in a YTHDC1 IP using an antibody to the endogenous protein, as reported by others^28^, (data not shown), suggesting the YTHDC1 antibody might mask the region used to interact with NXF1 and TREX. Consistent with this explanation, the YTHDC1 antibody failed to immunoprecipitate any TREX subunits, in contrast to an ALYREF IP which pulled down TREX components and YTHDC1 (Fig. S5A). We conclude that TREX and NXF1 associate with YTHDC1 *in vivo*.

We further examined whether TREX might bridge the interaction between the methylase complex and YTHDC1 by immunoprecipitating WTAP in conditions where ALYREF and CHTOP were knocked down by RNAi (Fig. 5D). We found that YTHDC1 associated with WTAP and this interaction was insensitive to ALYREF/CHTOP levels. However, by immunoprecipitating ALYREF following depletion of METTL3, WTAP or KIAA1429 by RNAi (Fig. 5E), we discovered that reduced levels of either METTL3 or WTAP led to an increased association of YTHDC1 with ALYREF. These data suggest that whilst YTHDC1 and WTAP interact independently of TREX, WTAP and METTL3 regulate the association of TREX with YTHDC1. Therefore the m^6^A complex, TREX and YTHDC1 are functionally linked.

YTHDC1 recognises the m^6^A mark and may act downstream of the methylase complex. Therefore, we investigated what impact YTHDC1 depletion might have on the association of TREX with mRNA using an ALYREF RIP assay (Fig. 5F). Consistent with YTHDC1 acting downstream of ALYREF in mRNA export, we observed a significant increase in the amounts of mRNAs subject to m^6^A modification associated with ALYREF following knockdown of YTHDC1, rather than a decrease. One possible cause for increased association of ALYREF with mRNAs may be a failure to trigger the handover of mRNA to NXF1 by ALYREF which normally occurs during mRNA export^38^. Since TREX associates with the methylase complex, we also investigated whether TREX was required for efficient association of YTHDC1 with poly(A)^+^ RNAs *in vivo* (Fig. 5G). Strikingly, we found that disruption of TREX following RNAi of the two key subunits ALYREF and CHTOP, reduced the association of YTHDC1 and NXF1 with poly(A)^+^ RNAs, yet DDX39A/B association, which lies upstream of TREX in the mRNA export complex assembly pathway^1^, was unaltered. Using RIP assays we further established that knockdown of the TREX subunits ALYREF/CHTOP significantly reduced the association of YTHDC1 with selected mRNAs (Fig. 5H). Intriguingly, this effect was observed with both reported methylated transcripts (TAF7, PTPN12, DICER1) and the GSTP1 transcript which was not reported to be methylated. Further analysis of previously published YTHDC1 PAR-CLIP data^27^, revealed that of the 1123 genes reproducibly found to be YTHDC1 targets in this study, only 39% where amongst the genes reported as methylated in either of the datasets we used. This suggests either the methylation data has a very low sensitivity or that YTHDC1 is able to bind mRNAs via an additional m^6^A-independent mechanism. Since we observed no export block for GSTP1 following WTAP/KIAA1429 RNAi (Fig. 2A) this would favour the latter explanation that YTHDC1 has a broader role in mRNA metabolism which goes beyond m^6^A control. Together these data suggest a model in which the m^6^A methylase complex recruits TREX to certain mRNAs and TREX additionally stimulates the recruitment of YTHDC1 and NXF1 triggering efficient mRNA export.

## Discussion

In this study we have demonstrated an essential role for the m^6^A methylation complex in the recruitment of TREX to mRNAs modified by this complex and a further role for TREX in recruitment of YTHDC1 to mRNA. This provides a mechanistic explanation for the earlier observation that m^6^A methylation alters mRNA export kinetics^29^. TREX subunits associate with m^6^A writer proteins, therefore the consensus sequence bound by the writer complex may be as important as the m^6^A modification itself, recruiting the writer complex to specific sites, together with RBM15/15B and TREX. The m^6^A writers thus drive early events associated with the mRNP such as TREX recruitment. TREX is further required for the efficient association of the m^6^A reader YTHDC1 with mRNAs and therefore TREX plays multiple roles in the mRNP interactions and exchanges which occur on mRNAs.

Why mRNAs which are subject to the m^6^A modification are dependent on the presence of the m^6^A methylase complex for recruitment of TREX whilst seemingly similar mRNAs without the m^6^A mark recruit TREX and get exported efficiently, is not clear. It may be the case that this modification allows recruitment of TREX to sites on mRNA which would otherwise be devoid of TREX. ALYREF is found along the entire body of mRNAs^39^ and it associates with the exon junction complex (EJC) protein eIF4A3 which has a preferential binding site ~24 bases upstream from exon-exon junctions^40,41^. Therefore, long internal exons and 3′ UTRs which are enriched in m^6^A sites, may naturally be devoid of TREX recruitment options due to reduced levels of EJCs in the vicinity. Therefore, the m^6^A writer complex may act as a surrogate recruitment mechanism for TREX in these regions and facilitate subsequent recruitment of NXF1 to ensure efficient translocation of the mRNP through the nuclear pore. Consistent with this notion, we found that the m^6^A modified transcripts which showed nuclear accumulation following loss of the m^6^A writer complex had longer final exons on average (Fig. 3D).

An additional intriguing observation is that depletion of the methylase complex, triggers loss of TREX at multiple sites along an mRNA (Fig. 2D). This may be because m^6^A sites are under reported with existing technologies. Alternatively, TREX deposition at a single site may encourage stable binding of TREX at other sites along the mRNP, or it could be a combination of these effects. The EJC has been reported to form self-interactions and is proposed to aid with packaging of the mRNP^42^. Similarly, ALYREF is reported to interact with itself^43^ and may help drive assembly of a compact mRNP with TREX-mRNP interactions stabilised by TREX-TREX interactions.

YTHDC1 was recently proposed to work in conjunction with SRSF3 in mRNA export and function in a complex with NXF1^28^. We now show that TREX is an essential component for export of m^6^A modified mRNAs. When TREX associates with NXF1 it induces a conformational change such that it increases the RNA binding affinity up to ten fold^3^. However, this is a two component effect with ALYREF and SR proteins in isolation only able to increase the RNA binding activity of NXF1 approximately four fold^38^. The additional RNA binding affinity associated with TREX recruitment comes from co-adaptor proteins within TREX such as THOC5 and CHTOP which associate with the NTF2L domain of NXF1. This disrupts the sequestration of the N-terminal NXF1 RNA binding domain^3,4^ leading to maximal RNA binding activity and stable association of NXF1 with the mRNP. Therefore, it is highly likely that SR proteins work in conjunction with co-adaptor proteins or even a complete TREX complex to facilitate NXF1 recruitment to m^6^A modified and non-modified mRNAs. Consistent with this, yeast SR proteins are known to associate with TREX^44^. In summary, we have identified an essential function for the m^6^A methylation machinery in mRNA export and demonstrated that this function is mediated through TREX.

## Methods

### siRNA transfections

siRNA transfections of 60% confluent 293 T cells grown in Dulbecco’s Modified Eagles Medium were carried out using RNAiMAX (Life technologies) with siRNAs at 10 nM. Silencer select siRNA ID S24832 Cat No. 4392420 targeting KIAA1429 was purchased from ThermoFisher Scientific. The siRNA targeting WTAP was described previously^16^ and had the following sequence: 5′-GGCAAGAGAUGAGUUAAUUCUAAGA. For METTL3, Stealth siRNA HS125548 from Thermofischer Scientific was used. The control siRNA was described previously^45^. siRNA transfected cells were incubated for 72 hours undergoing a second transfection at 48 hours. YTHDC1 RNAi was carried out using a stably integrated miR30 mimic RNAi cassette in Flp-In HEK293 cells as described previously^34^. The cassette contained two hairpins targeting the following sequences 5′ GAGAATGTGTCTCTTGCCAAA and 5′ CAGAGATAAACGAGTACATGA. The NXF1, ALYREF/CHTOP and Control inducible RNAi cell lines have been described previously^3,4^. Growth of YTHDC1 RNAi cells was assessed using an MTT assay^46^.

### Fluorescence In-Site Hybridisation (FISH)

FISH was carried out as described previously^38^.

### Co-IPs

Each sample used 100 µl Protein-G DYNA beads blocked over night at 4 °C in 500 µl of IP lysis buffer (50 mM HEPES-NaOH pH 7.5, 100 mM NaCl, 1 mM EDTA pH 8.0, 0.1% Triton X-100, 10% Glycerol, 1 mM DTT) containing 1% BSA and 2–10 µg of antibody. Beads were subsequently washed 3 times in 1 ml IP lysis buffer. Cells were washed with PBS before lysis in IP lysis buffer containing protease inhibitor, DNase 1, RNase A and DTT. Extracts were cleared by centrifugation at 13 200 rpm, 5 minutes at 4 °C. Cell extracts were incubated with antibody bound beads for 2 hours at 4 °C. Beads were washed 3 times in 1 ml ice cold IP lysis buffer. After the final wash beads were resuspend in 72 µl 1 M Arginine-HCl pH 3.5, incubated for 1 minute on ice and spun for 1 minute at 400 × g. Eluate was transferred to a fresh 1.5 ml tube and neutralised with 3 µl 1.5 M Tris.HCl (pH 8.8) prior to SDS-PAGE. Antibodies used in this study were: FLAG – Sigma F3165, WTAP Santa Cruz sc-374280 (used for Fig. 1A), WTAP Abcam Ab195380 used for remaining Figures, KIAA1429 – Proteintech 25712-1-AP, METTL3 – Proteintech 15073-1-AP, HNRNPA1 – Millipore 04-1469, METTL14 – Sigma HPA038002, ACTIN – Sigma A5060, YTHDC1 – Proteintech 14392-1-AP, SSRP1 – Biolegend 609701, TUBULIN – Sigma T5168, ALYREF – Abcam Ab6141, NXF1 – Abcam Ab50609, DDX39A/B and THOC5 were described previously^3^.

### RNA/Protein extraction from 293 T cells

2 × 10 cm dishes were used and nuclear/cytoplasmic fractionations were performed as described previously^47^. Nuclei obtained with this procedure were fractionated into nucleoplasm and chromatin as described previously^48^. The RNA content from each fraction was extracted using TRIzol. RNA samples were DNase-treated (TurboDNase, Ambion). Fractionations were assessed by western blot analysis, using histone H3, as a chromatin marker, SSRP1 as nuclear marker, and TUBULIN as a cytoplasmic marker.

### Formaldehyde RNA Immuno-Precipitation (faRIP)

One 6-cm dish (or 2 × 6-cm dishes for siRNA treatments) was seeded per RIP condition with 3 × 10^5^ cells/dish. Protein-RNA complexes were crosslinked *in vivo* by incubating cells with 3 mL of PBS-Formaldehyde (0.1%), as described previously^49^. 100 µL of protein G-Dynabeads^®^ beads were prepared by initial washing with 3 × 1 mL RIP lysis buffer (50 mM HEPES-HCl pH 7.5, 150 mM NaCl, 10% glycerol 1% NP-40, 0.1% SDS, and 0.5% sodium deoxycholate) before being blocked and loaded with the relevant antibody (2–10 µg diluted in 0.3 mL of RIP lysis buffer +1% BSA w/v final) for 1 hour at room temperature. Beads were washed with 3 × 1 mL RIP lysis buffer and left on ice. Each cell pellet was lysed in 400 µL RIP lysis buffer supplemented with 1 mM DTT, protease inhibitors (SigmaFAST, Sigma), 2 µL of RNase inhibitors (Ribosafe, Bioline) and 2 µL/mL of Turbo DNase (Ambion). Samples were sonicated using a Bioruptor (High, 5 × [30s-ON/30s-OFF]) and cleared by centrifugation (16100 x g, 10 min, 4 °C). 300 µL of each sample was incubated with Dynabeads for 2 hours at 4 °C and 30 µL of lysate was kept as input (10%). Following incubation, the beads were washed with 2 × 1 mL RIP lysis buffer, 2 × 1 mL high salt RIP lysis buffer (adjusted to 500 mM NaCl, 5 min each on ice), and 2 × 1 mL RIP lysis buffer. Elutions were performed as described previously^49^. The RNA content of the resulting eluates and inputs were extracted using TRIzol. RNA samples were DNase-treated (Turbo DNase, Ambion) and used for cDNA synthesis and RT-qPCR analysis. Oligonucleotides used for RT-qPCR analysis were as follows: TAF7 Forward 5′ GCCTCTACTGTGAGAAGGGG, TAF7 Reverse 5′ CACGGTCCACTCTGACGATT, DICER1 e23 Forward 5′ CATAGCGGACTGTGTGTGGAAG, DICER1 e23 Reverse 5′ AGCAGCACAGCTCACTGAAA, DICER1 e3 Forward 5′ GACTTGCTATGTCGCCTTGA, DICER1 e4 Reverse 5′ ATGCGAGGACATGATGGA, PTPN12 e13 Forward 5′ ACTCTGATGGTGCTGTGACC, PTPN12 e13 Reverse 5′ GCACCTGAATGTGTTGTTCC, PTPN12 e5 Forward 5′ GAGCGCTATTGGCCTTTG, PTPN12 e8 Reverse 5′ AATGGCACCTGTTCTTCCAC, GSTP1 Forward 5′ CCGTGGTCTATTTCCCAGTT, GSTP1 Reverse 5′ AGGTGACGCAGGATGGTATT, SYMPK Forward 5′ AACCAGACCAGAAGGATGG, SYMPK Reverse 5′ AGTACTTGCGGACCACCTC, MC1R Forward 5′ GGACCGCTACATCTCCATCT, MC1R Reverse 5′ GCATAGCCAGGAAGAAGACC, U1 Forward 5′ ACCTGGCAGGGGAGATACC, U1 Reverse 5′ GGGGAAAGCGCGAACGCAGT. IP efficiencies were calculated relative to the input RNA levels.

### mRNP capture assays

1 × 15 cm dish of cells was used per condition. 2 × binding buffer (BB) (20 mM HEPES-K-NaOH pH 7.5, 1 M NaCl, 1% SDS, 0.2 mM EDTA pH 8) was preheated to 37 °C. 1 × binding buffer was made by mixing 1:1 mRNP lysis buffer (LB) (50 mM HEPES-K-NaOH pH 7.5, 100 mM NaCl, 1 mM DTT, 1 mM EDTA pH 8.0, 0.5% Igepal Ca-630/NP-40, 0.5% Na-deoxycholate, 10% glycerol) with preheated 2 x BB. 100 µl of magnetic oligo dT beads (New England Biolabs) were used per sample and washed 3 times in 1 × BB. Cells were crosslinked with 300 mJ/cm^2^ ultraviolet light (UV). Each dish of cells was lysed in 600 µl LB supplemented with protease inhibitor cocktail and RNase inhibitors. Post lysis, samples were spun at 4 °C, 16100 g for 10 minutes. Samples were denatured by adding 1:1 lysate and 2 × BB at 37 °C. Denatured lysates were added to the beads and incubated for 1 hour at 25 °C. Samples were washed 3 times in 1 x BB and eluted in 60 µl of mRNP elution buffer (10 mM Tris pH 7.5, 1 mM EDTA pH 8) supplemented with RNase A (50 µg/mL^−1^). Elution was carried out at 25 °C shaking at 800 rpm for 30 minutes.

### mRNA Sequencing

Libraries for sequencing were prepared using the Lexogen SENSE mRNA-Seq Library Prep according to the manufacturer’s instructions and sequenced using a Hiseq2500.

### Computational Analysis

Read Preprocessing. Nine nucleotides were removed from read 1 fastq files, and six were removed from read 2, as suggested by the Lexogen SENSE library preparation manual using the cutadapt tool^50^. Samples split across two lanes were merged into a single fastq file. Transcript Abundance Quantification. Transcript abundances were estimated using salmon^51^ against the Ensembl v75 annotation (as the hg19 genome was used for the m6A iCLIP data)^52^. Abundances were then aggregated to gene level using tximport^53^. Differential Nuclear Retention Analysis. Differential nuclear retention of genes was calculated using edgeR^54^, using the contrast formula: (KD_nuc_/KD_cyt_)/(WT_nuc_/WT_cyt_). Genes with a log fold change greater than 0.5 and an FDR less than 0.1 were considered significantly accumulating in the nucleus, and used for downstream analyses. Overlap with m^6^A iCLIP data: RNA methylation sites were obtained as bed files from an m^6^A iCLIP (miCLIP) dataset^52^. The number of miCLIP sites overlapping exonic regions of each gene was counted using bedtools intersect^55^. Any gene that contained at least one overlapping miCLIP site from either m6A antibody was considered to be methylated. P-values for the intersection of methylated genes with nuclear accumulating genes were calculated using hypergeometric tests. Intron Retention Analysis: Reads were mapped to hg19 using HiSat^56^ with default parameters. Gene models were obtained from Ensembl v75 and divided into minimally spanning transcript chunks using the gtf2gtf program from the CGAT suite^57^ and annotated as either constitutive exon, constitutive intron, annotated retained intron or alternate (see code). Read counts were calculated using featureCounts from the subread package^58^ and differential chunk usage calculated using DEXSeq.^59^. Intron chunks with and adjust p-value less than 0.1 and a log_2_ fold change between control and WTAP/KIAA1429 > 1 were designated as significantly more retained. Further Analysis: Final exon length distributions were calculated using custom python scripts which are available from Zenodo, 10.5281/zenodo.1194638.

## Electronic supplementary material

supplementary data

supplementary table 1

## Data Availability

The RNA-seq data have been submitted to GEO Accession Number: GSE111878.

# Supplementary material for: The m6A-methylase complex recruits TREX and regulates mRNA export
**Source:** Sci Rep. 2018 Sep 14;8:13827. doi: 10.1038/s41598-018-32310-8

**Title:** The m<sup>6</sup>A-methylase complex recruits TREX and regulates mRNA export.

**Authors:** Simon Lesbirel<sup>a</sup>, Nicolas Viphakone<sup>a</sup>, Matthew Parker<sup>a</sup>, Jacob Parker<sup>a</sup>, Catherine Heath<sup>a</sup>, Ian Sudbery<sup>a</sup> and Stuart A. Wilson<sup>a,\*</sup>

**A**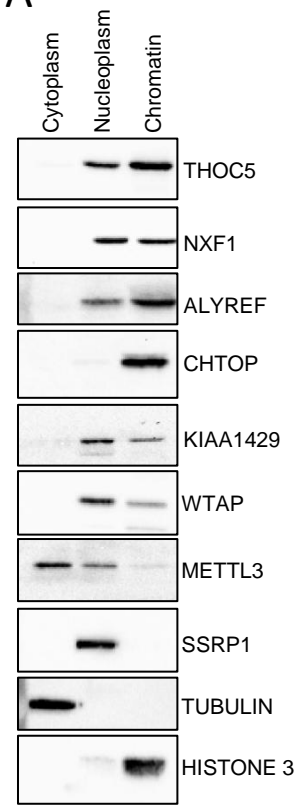**B**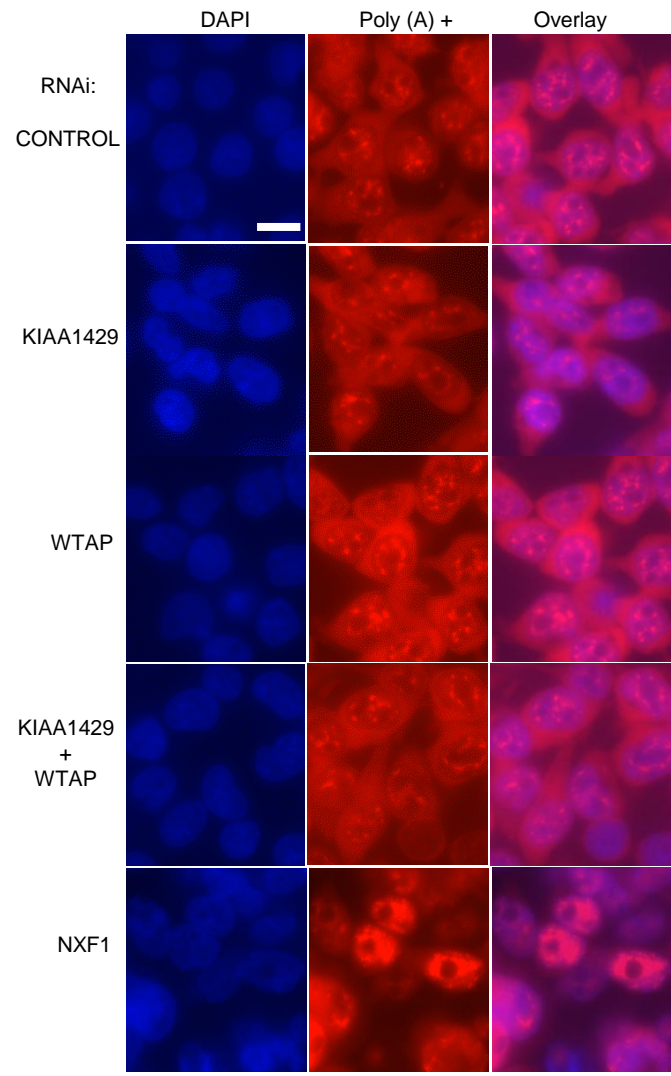

**Fig. S1. Analysis of KIAA1429 and WTAP in mRNA export.** A) Western analysis of subcellular fractions for the indicated proteins. SSRP1, Histone H3 and Tubulin were used as markers for each of the three subcellular fractions. B) oligodT fluorescence *in situ* hybridisation analysis of cells following knockdown of the indicated genes by RNAi. For the NXF1 RNAi a stable cell line was used which expressed a miRNA targeting NXF1 as described previously<sup>3</sup>. The scale bar is 10µM.

**A**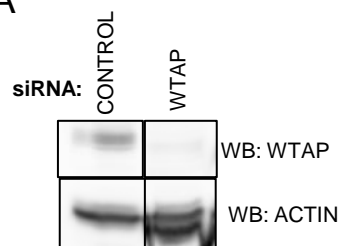**B**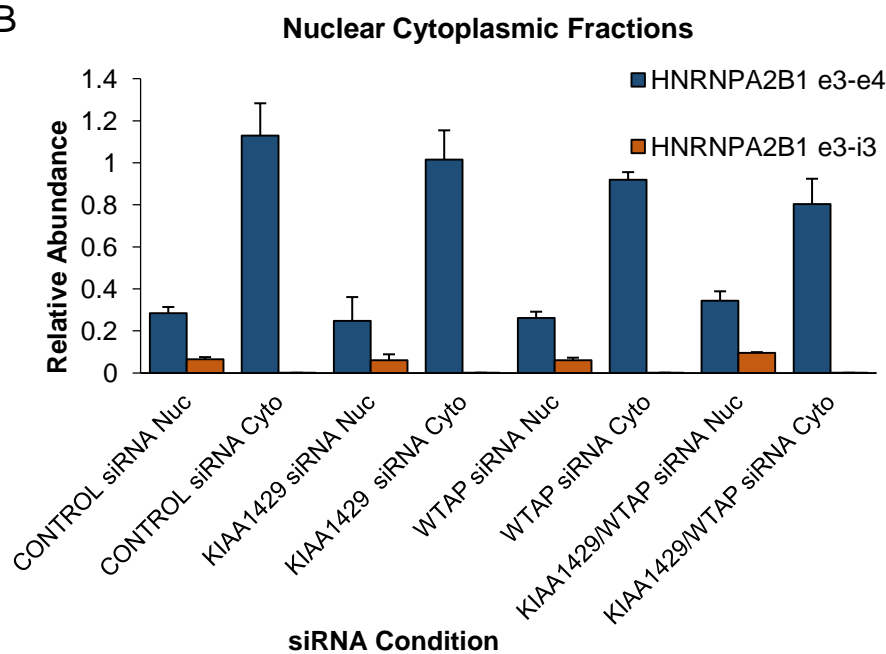**C**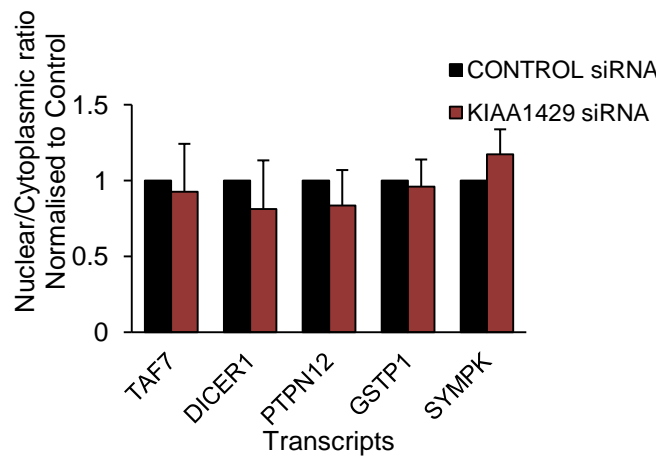**D**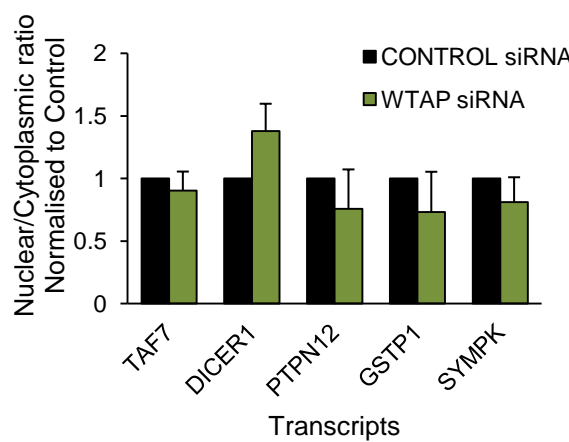

**Fig. S2. mRNA Analysis of KIAA1429 and WTAP in mRNA export.** A) Western analysis showing efficient knockdown of WTAP following transfection of cells with WTAP siRNA. B) qRT-PCR analysis showing efficient fractionation of subcellular compartments. The unspliced pre-mRNA is only detected in the nuclear fractions whereas the spliced mRNA is detected in both subcellular fractions. C,D) qRT-PCR analysis of nuclear/cytoplasmic ratios for selected transcripts (m<sup>6</sup>A modified: TAF7, PTPN12, DICER1; non-modified: GSTP1, SYMPK) following individual knockdown of either WTAP or KIAA1429. Where separate panels are shown for the same protein in Fig. S1A, the panels were taken from the same blot at the same exposure.

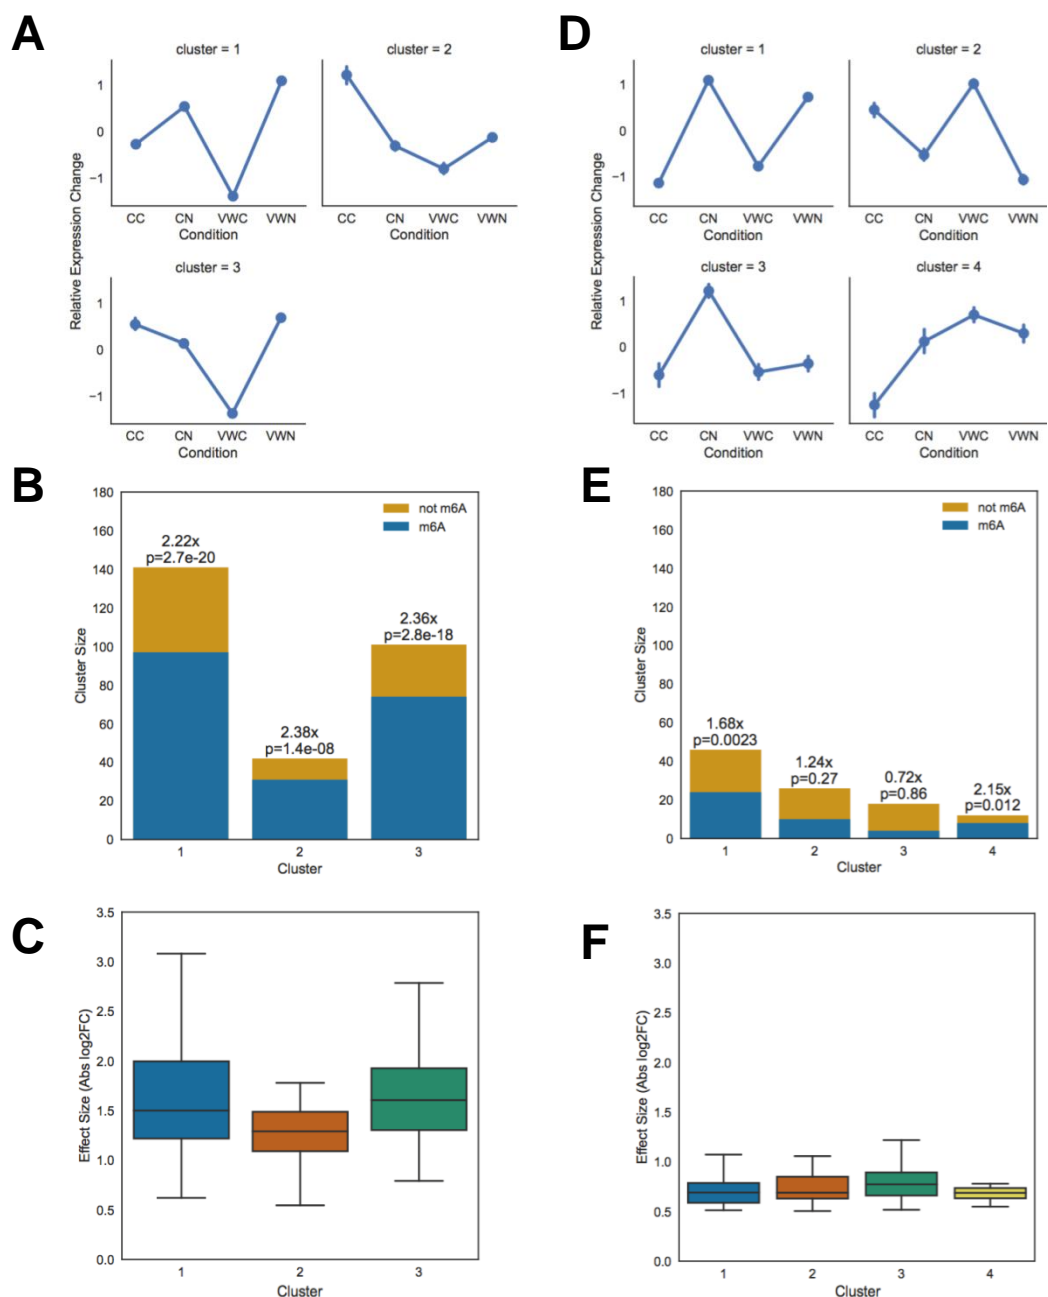

**Fig. S3: Patterns of gene expression in differentially retained or exported genes.** A) K-means clustering of nuclear accumulating genes suggests three clusters, showing two main patterns of gene expression. Clusters one and three contain genes with nuclear/cytoplasmic ratios greater than one and less than one, respectively, which show nuclear accumulation (increase in nuclear level and reduction in cytoplasmic level) during WTAP/KIAA1429 knockdown. Cluster two contains genes which exhibit reduction in cytoplasmic level with little or no increase in nuclear level. B) Cluster sizes for nuclear accumulating gene clusters. 86% of genes show a pattern of nuclear accumulation and cytoplasmic reduction, suggesting the majority of the effect is caused by an mRNA export block. All clusters show similarly high levels of methylation detection in the miCLIP dataset. Fold enrichment of methylation in clusters over all genes and hypogeometric p-value for enrichment are shown above the bars C) Distribution of changes in nuclear accumulation for each cluster. D, E and F) As A, B and C but for cytoplasmically accumulating genes. Clusters one and two: genes with nuclear/cytoplasmic ratios of greater than one and less than one, respectively and reduced nuclear levels and increased cytoplasmic levels following WTAP/KIAA1429 RNAi. Cluster three: genes with reduced nuclear expression and no significant change in cytoplasmic levels. Cluster four: genes which show an increase in cytoplasmic expression with no corresponding reduction in nuclear expression. 70% of genes show a pattern of cytoplasmic accumulation and nuclear reduction, suggesting the majority of the effect is caused by an increase in export. Throughout the Figure: CC = Control cytoplasmic fraction, CN = Control Nuclear Fraction, VWC = KIAA1429/WTAP RNAi cytoplasmic fraction, VWN = KIAA1429/WTAP RNAi nuclear fraction.

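The clustering was repeated on the 1680 genes with an increased nuclear/cytoplasmic ratio, using k-means with 3 clusters and 100 starts on the group means of log2 CPM, standardized within each gene. The largest cluster held 571 genes (34%), whose standardized mean rose by 0.491 in the nucleus and fell by 1.509 in the cytoplasm after RNAi. The next held 562 genes (33.5%), with a nuclear rise of 0.438 and a cytoplasmic change of -2.631. In the third, with 547 genes (32.6%), the cytoplasmic mean changed by -2.001 and the nuclear mean by only 0.156. Counting clusters that rose by at least 0.3 in the nucleus and fell by at least 0.3 in the cytoplasm, 67.44% of the genes followed the pattern. The group means have no error for the control cytoplasm, which had 1 sample. The share depended on that limit, since a limit of 0.15 took in the third cluster too and gave 100%. Selecting genes for an increased ratio favours the pattern, so the share cannot test for an export block. From its clusters, the paper proposes that an export block causes most of the effect.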

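For the 1273 genes with a decreased nuclear/cytoplasmic ratio, k-means with 4 clusters was run on the standardized group means of log2 CPM. In the largest cluster, of 408 genes (32.1%), the standardized mean changed by -0.435 in the nucleus and 1.22 in the cytoplasm after RNAi. A cluster of 322 genes (25.3%) changed by -0.706 and 1.272, and one of 277 genes (21.8%) by -0.385 and 2.388. The last, of 266 genes (20.9%), rose by 2.438 in the cytoplasm with a nuclear change of -0.077. By the rule of a nuclear fall and a cytoplasmic rise of at least 0.3 each, 79.1% of the genes followed the pattern, against 69.6% when the signs of each gene's fold changes were counted without clusters. As in the increased set, the control cytoplasmic mean is that of 1 sample and has no error. Selecting genes for a decreased ratio favours the pattern, so the share cannot test for more export. The paper proposes that an increase in export causes most of the effect.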

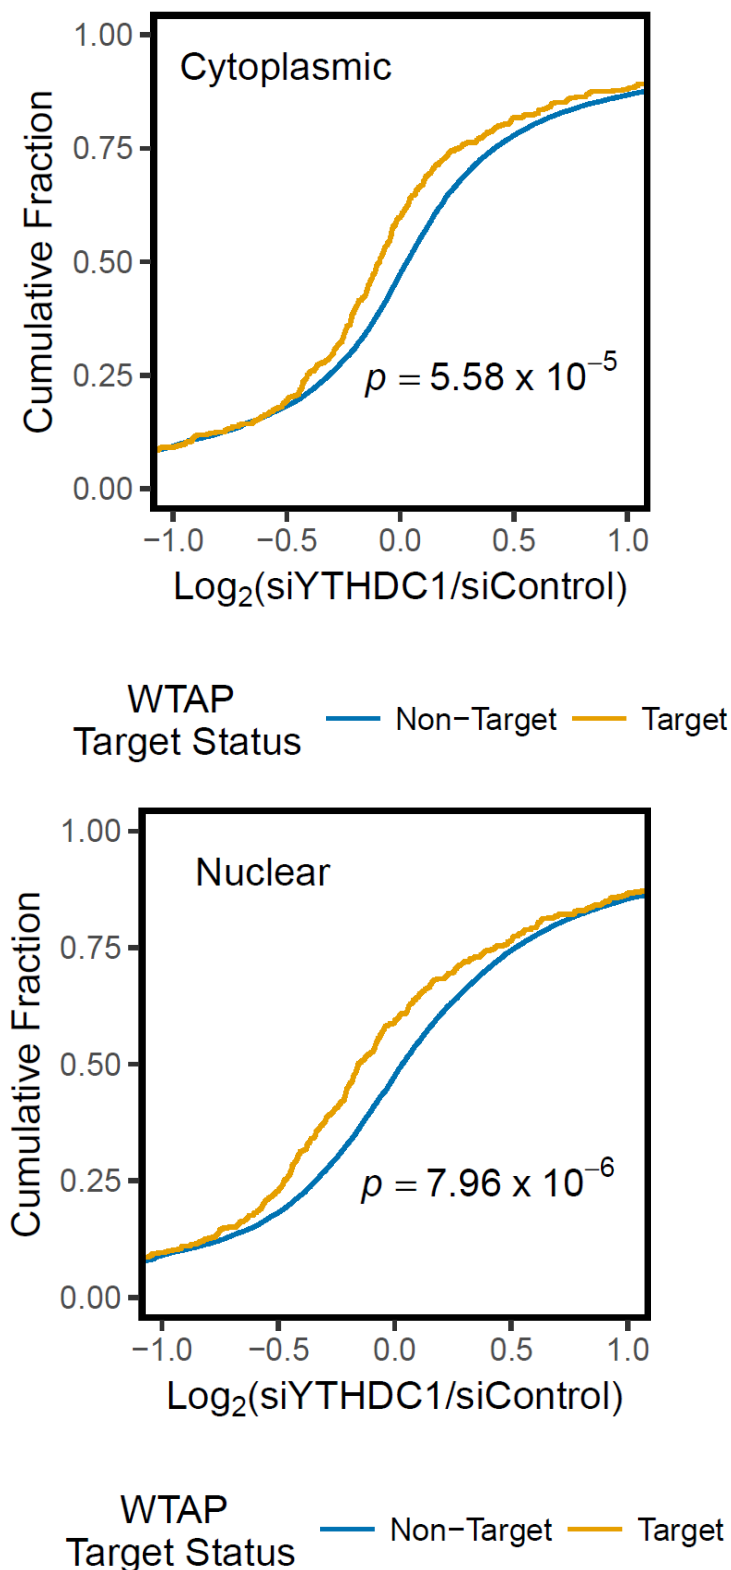

**Fig. S4. WTAP/KIAA1429 targets are down-regulated on YTHDC1 knockdown.** Plots show the cumulative distribution function of log-fold changes in transcript expression on YTHDC1 knockdown using data from (eLife 2017;6:e31311 DOI: [10.7554/ELIFE.31311](https://doi.org/10.7554/ELIFE.31311)). Log-fold change calculated as the average ratio of expression between knockdown and control for two different YTHDC1 siRNAs for both nuclear and cytoplasmic RNA fractions as indicated. Functions shown separately for nuclear retention targets of WTAP/KIAA1429 and non-targets. P-value for the difference between targets and non-targets calculated using the Mann-Whitney U test.

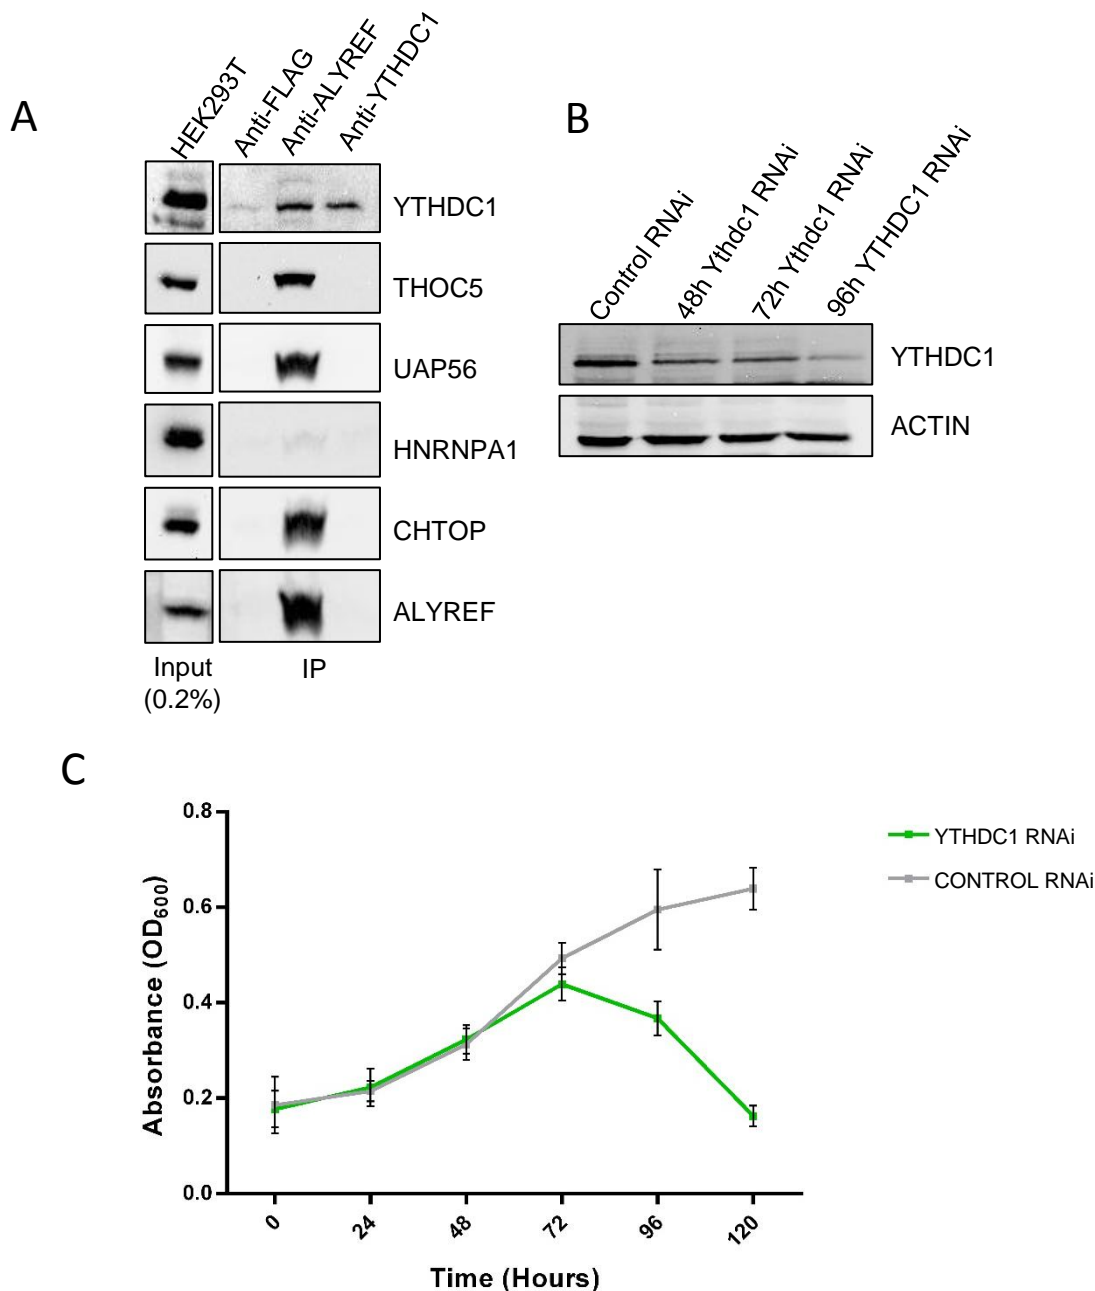

**Figure S5. Analysis of YTHDC1.** A) Co-IP western analysis for ALYREF and YTHDC1 with the indicated antibodies. B) Western blot analysis of the control and YTHDC1 stable inducible RNAi cell line. The length of time of tetracycline induction of the control or YTHDC1 hairpin is indicated. C) MTT cell proliferation assay was used to follow growth of the stable inducible RNAi cell line following tetracycline induction of the RNAi hairpin for the indicated times. The results represent the average of 3 independent experiments and the standard deviation of the mean is presented. Where separate panels are shown for the same protein in Fig. S4A, the panels were taken from the same blot at the same exposure.

Original images of blots displayed in Fig 1A.  
Regions used for Figures are boxed in red

WTAP

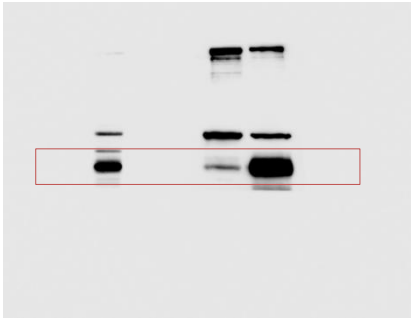

KIAA1429

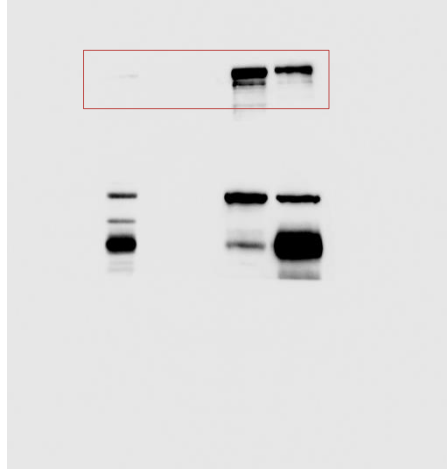

METTL3

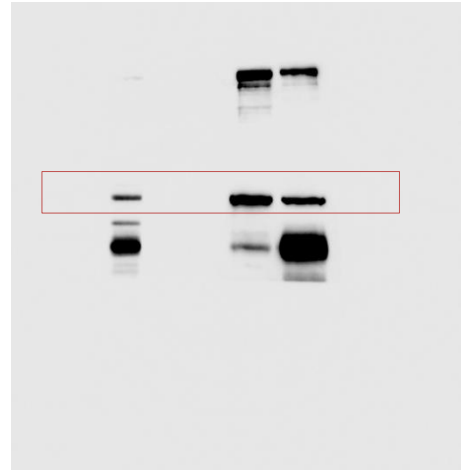

THOC5

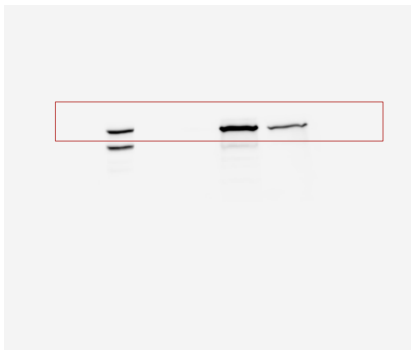

DDX39A/B

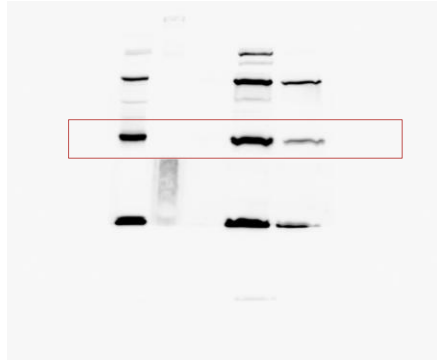

ALYREF

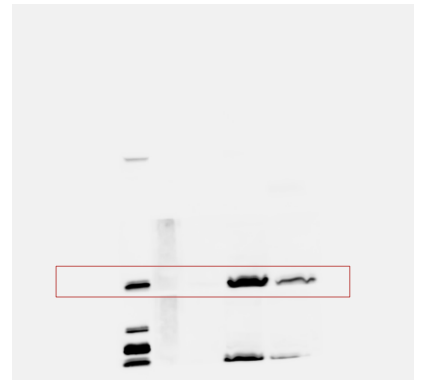

HNRNPA1

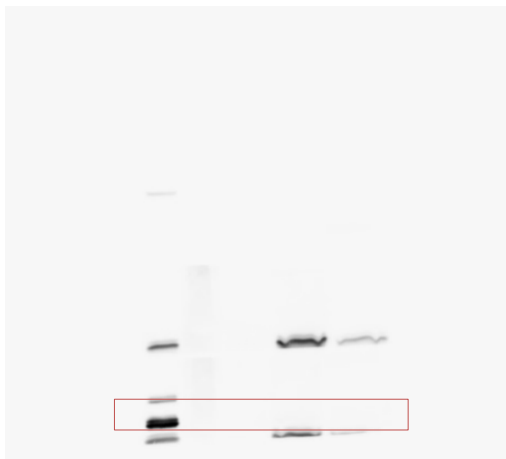

Original images of blots displayed in Fig 1B.

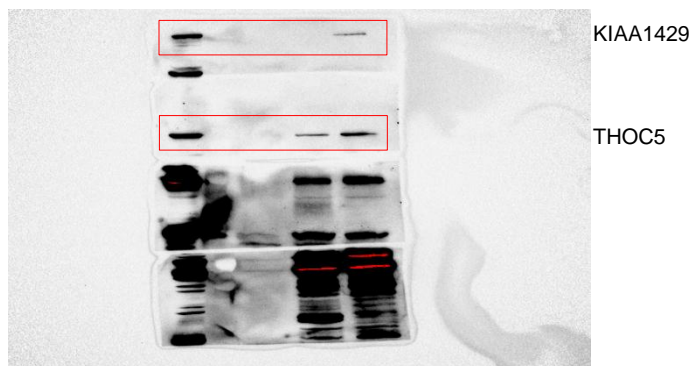

DDX39A/B

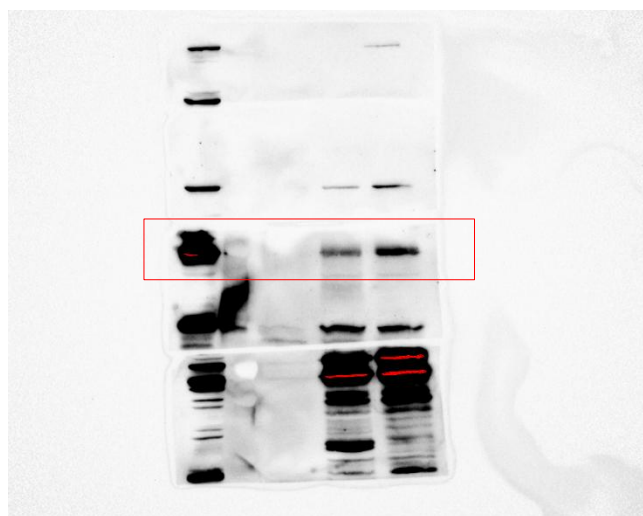

METTL3/14

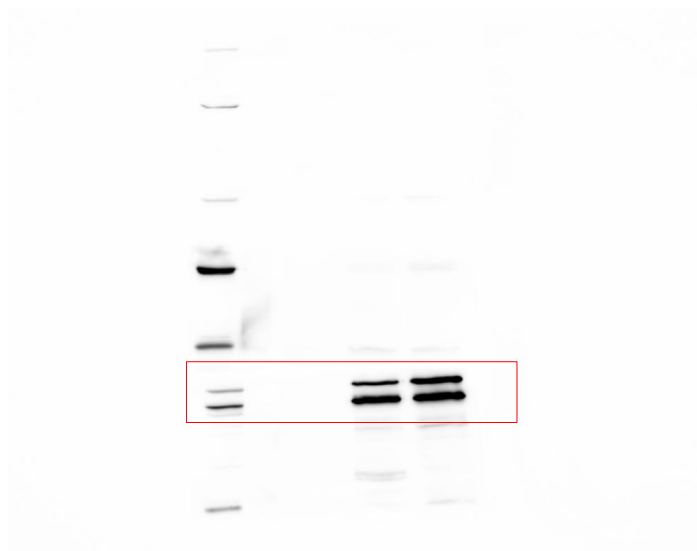

ALYREF

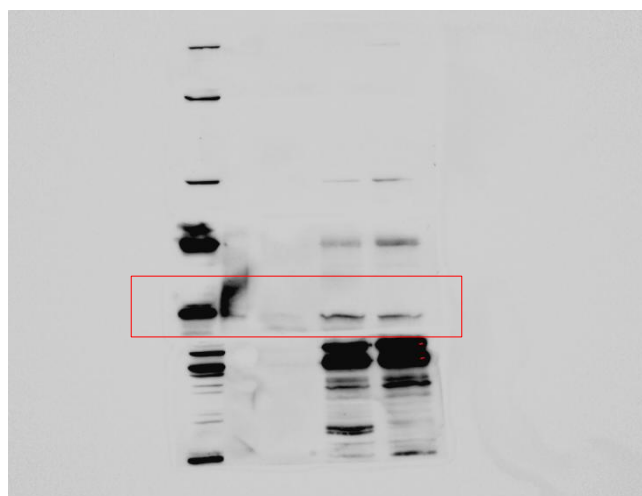

Original images of blots displayed in Fig 1C (upper panel) and S2A.

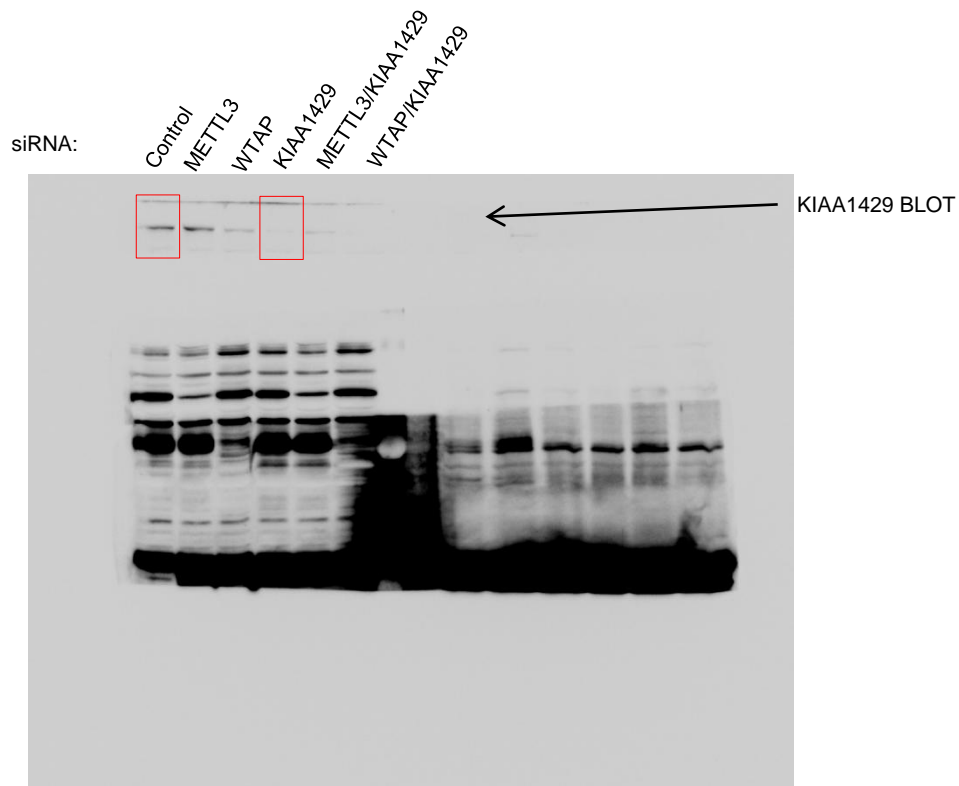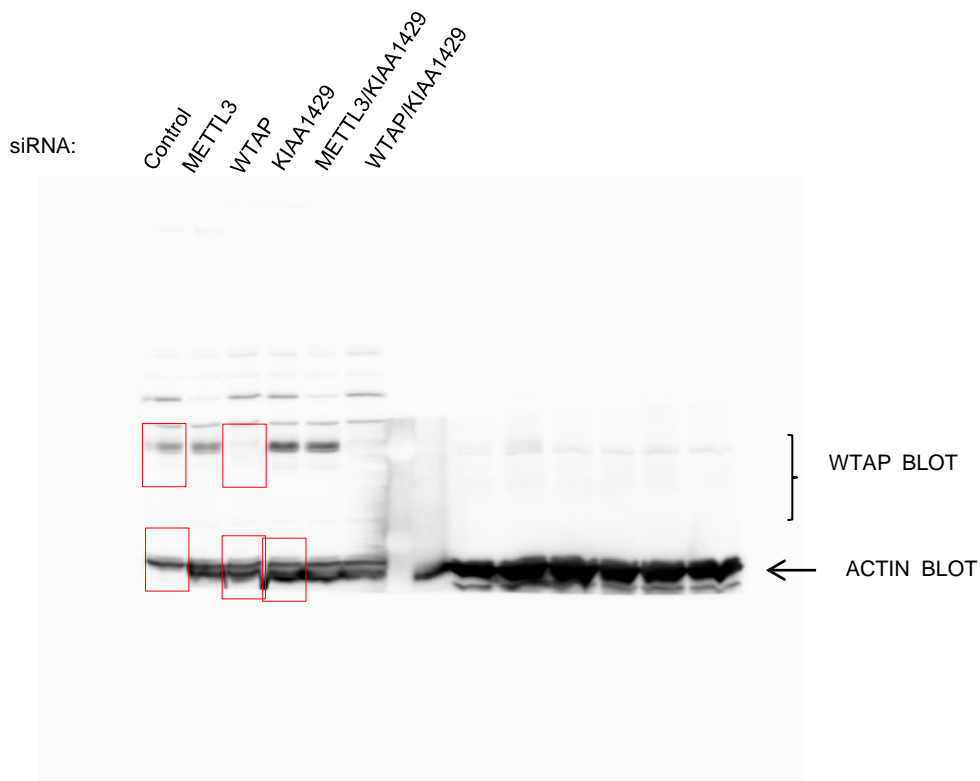

Original images of blots displayed in Fig 1C -lower panel.

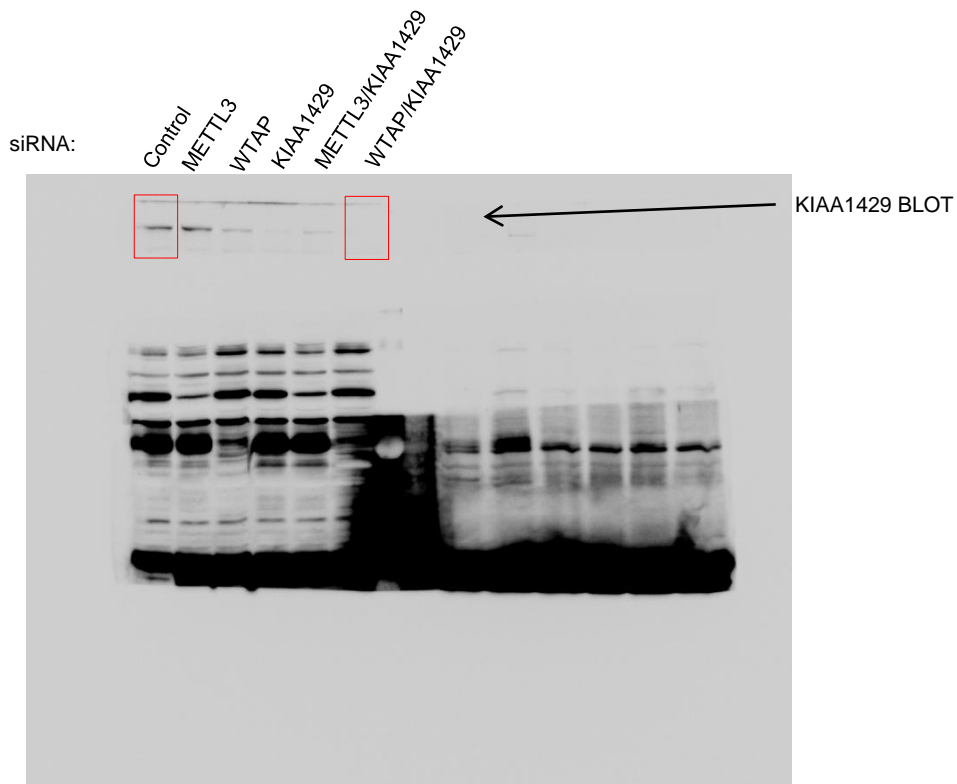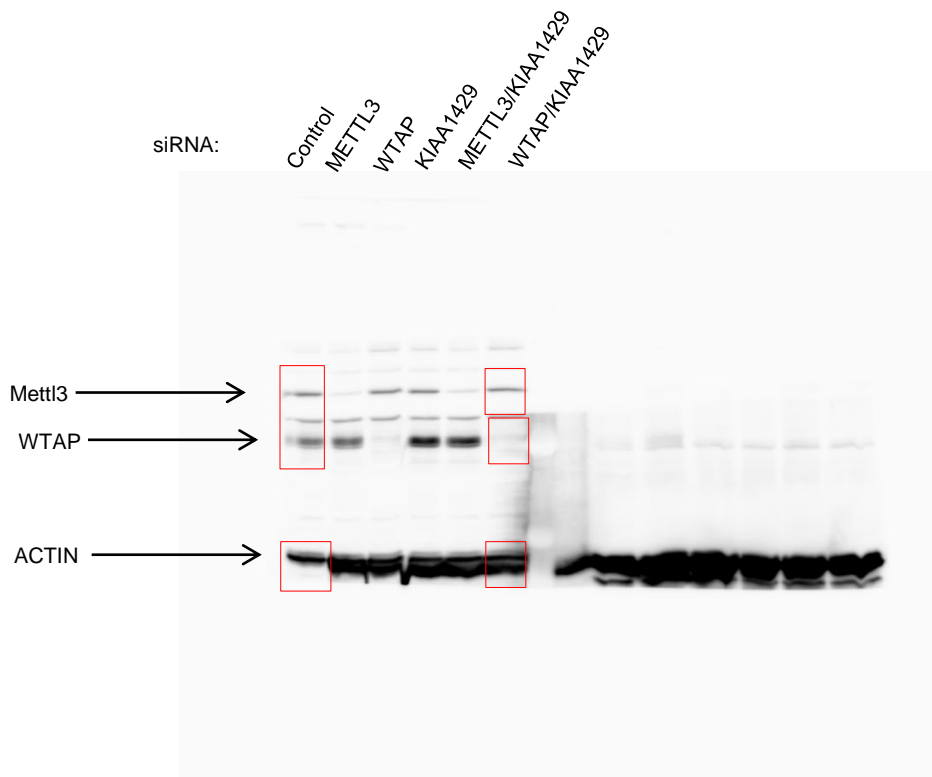

Original images of blots displayed in Fig 1D.

THOC5

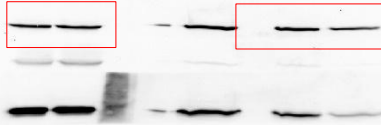

KIAA1429

METTL3

WTAP

DDX39A/B

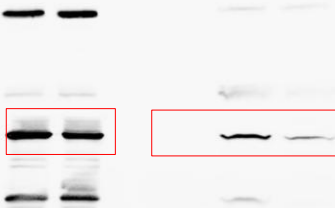

HNRNPA1

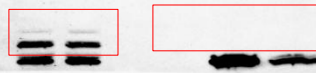

ALYREF

Original images of blots displayed in Fig 1E.

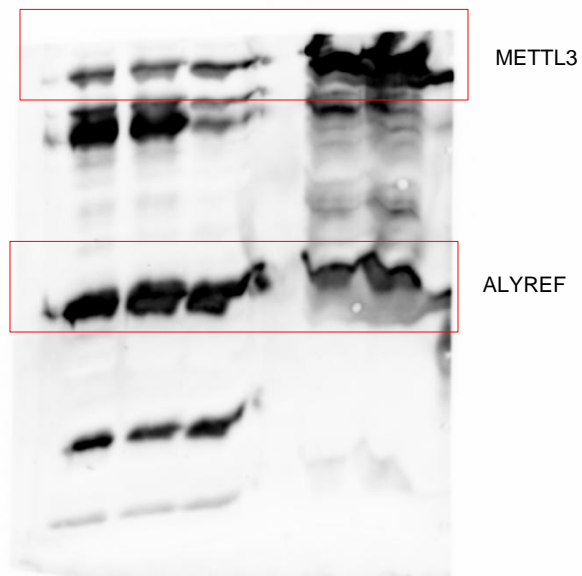

Original images of blots displayed in Fig 5B.

YTHDC1

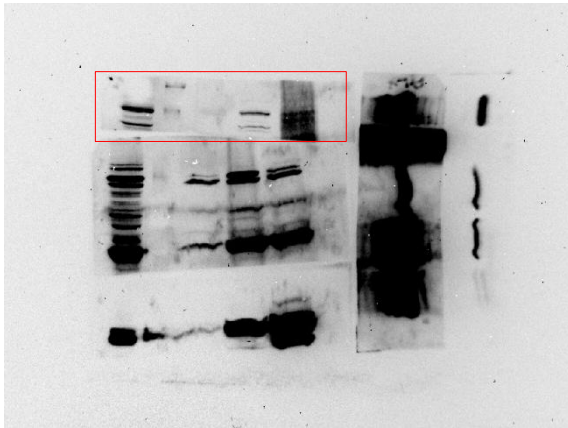

CHTOP

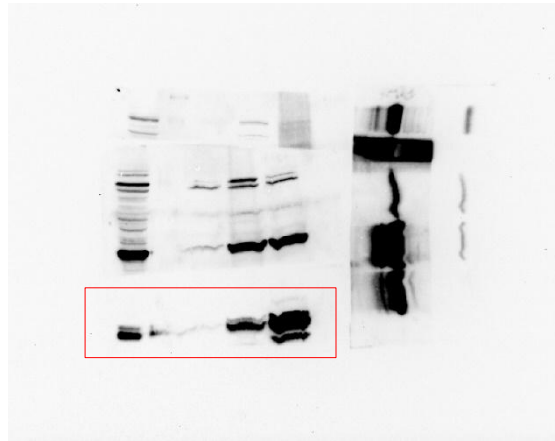

DDX39A/B

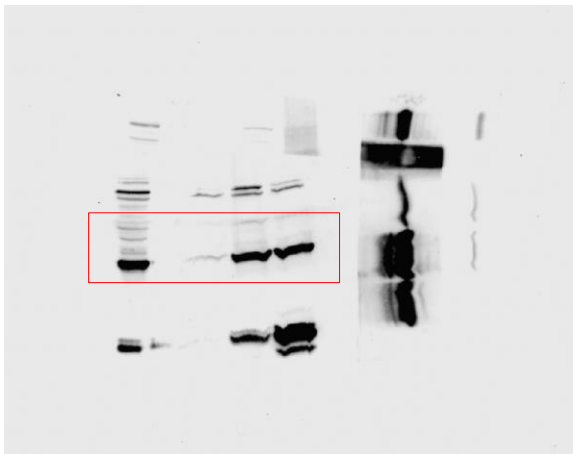

ALYREF

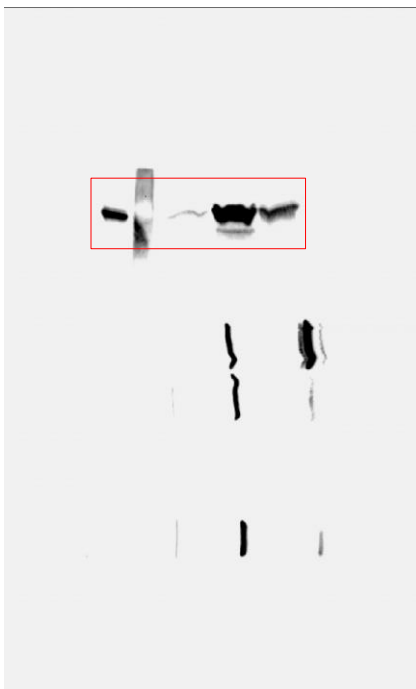

HNRNPA1

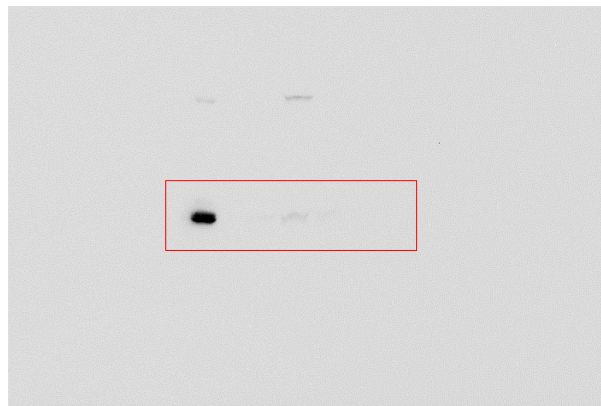

Original images of blots displayed in Fig 5C.

YTHDC1

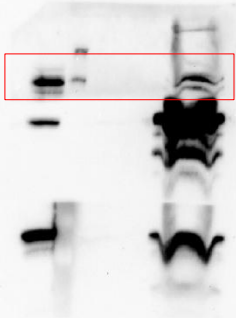

DDX39A/B

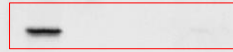

NXF1

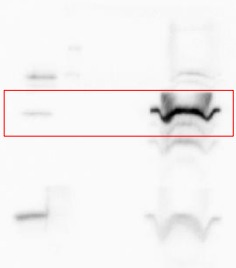

ALYREF

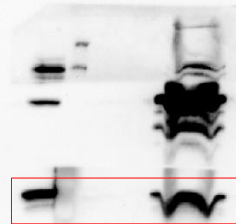

Original images of blots displayed in Fig 5D.

YTHDC1

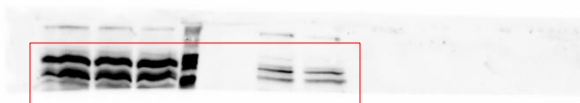

WTAP

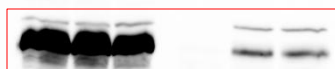

METTL3

METTL14

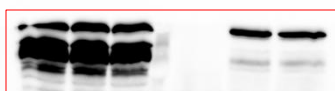

Original images of blots displayed in Fig 5E.

YTHDC1

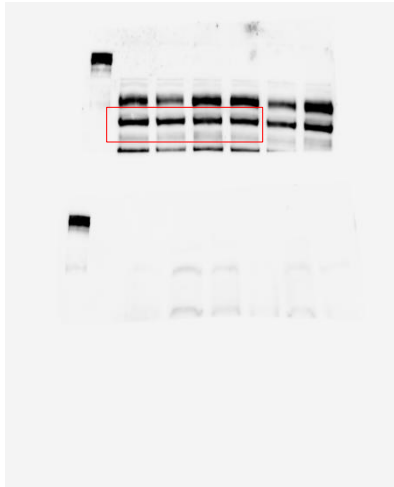

YTHDC1

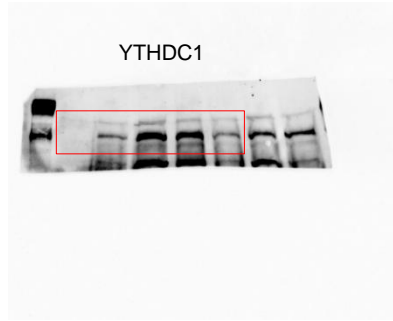

DDX39A/B

DDX39A/B

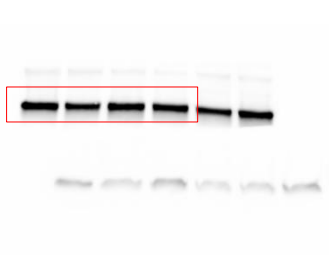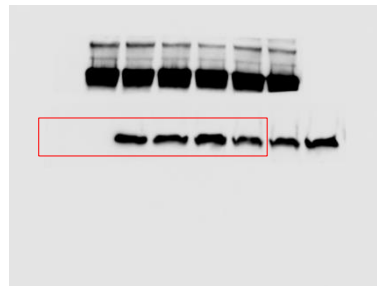

ALYREF

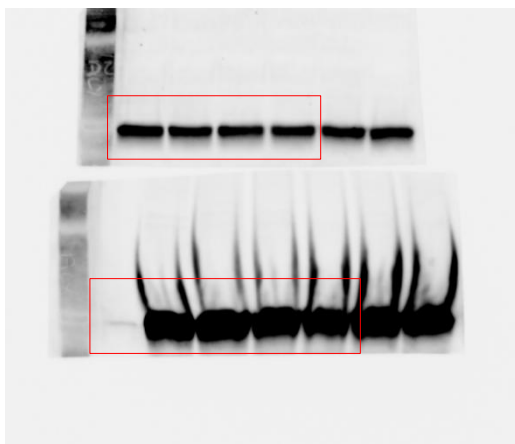

Original images of blots displayed in Fig 5F.

YTHDC1

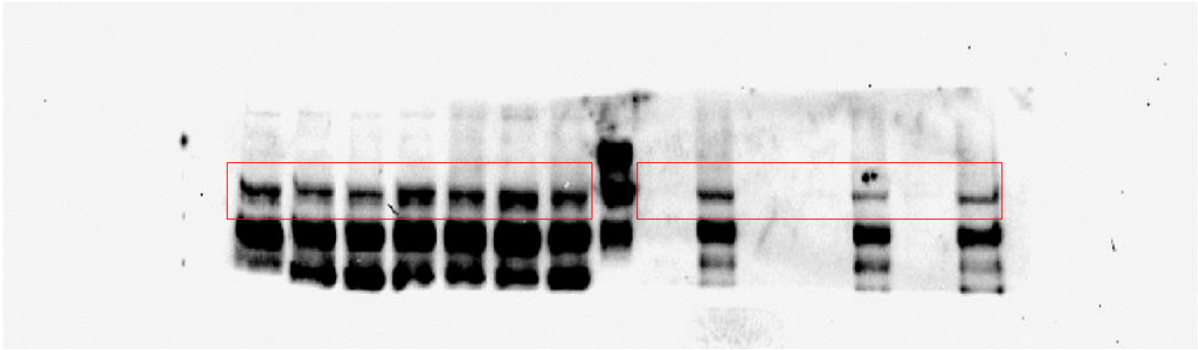

DDX39A/B

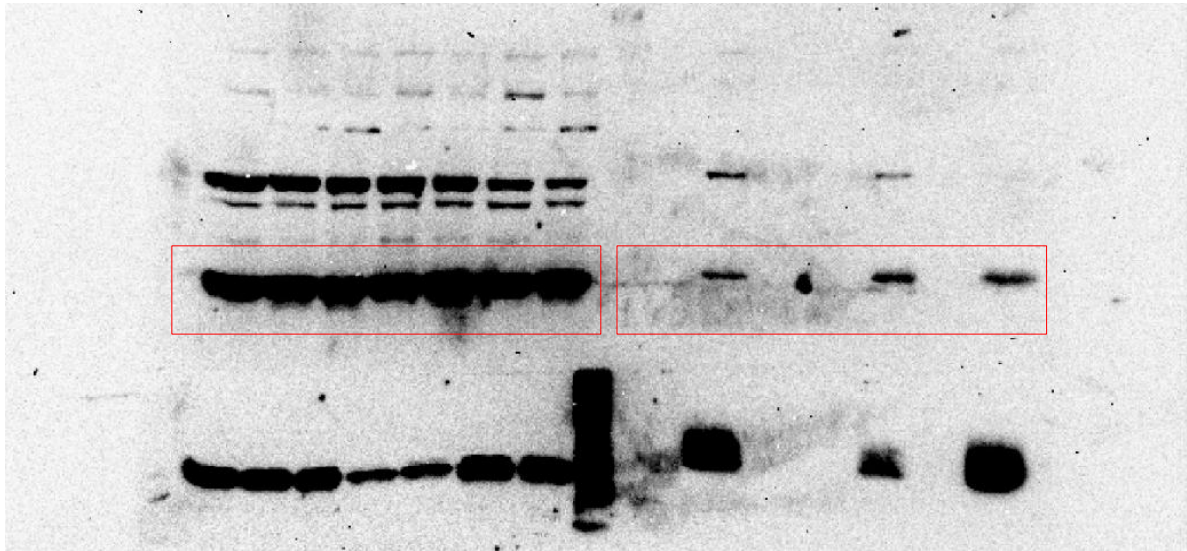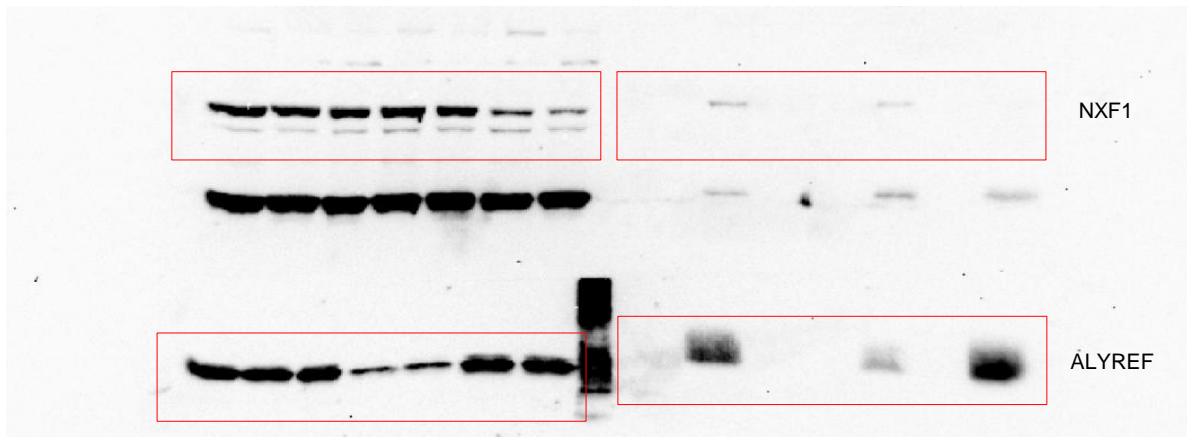

Original images of blots displayed in Fig S1A.

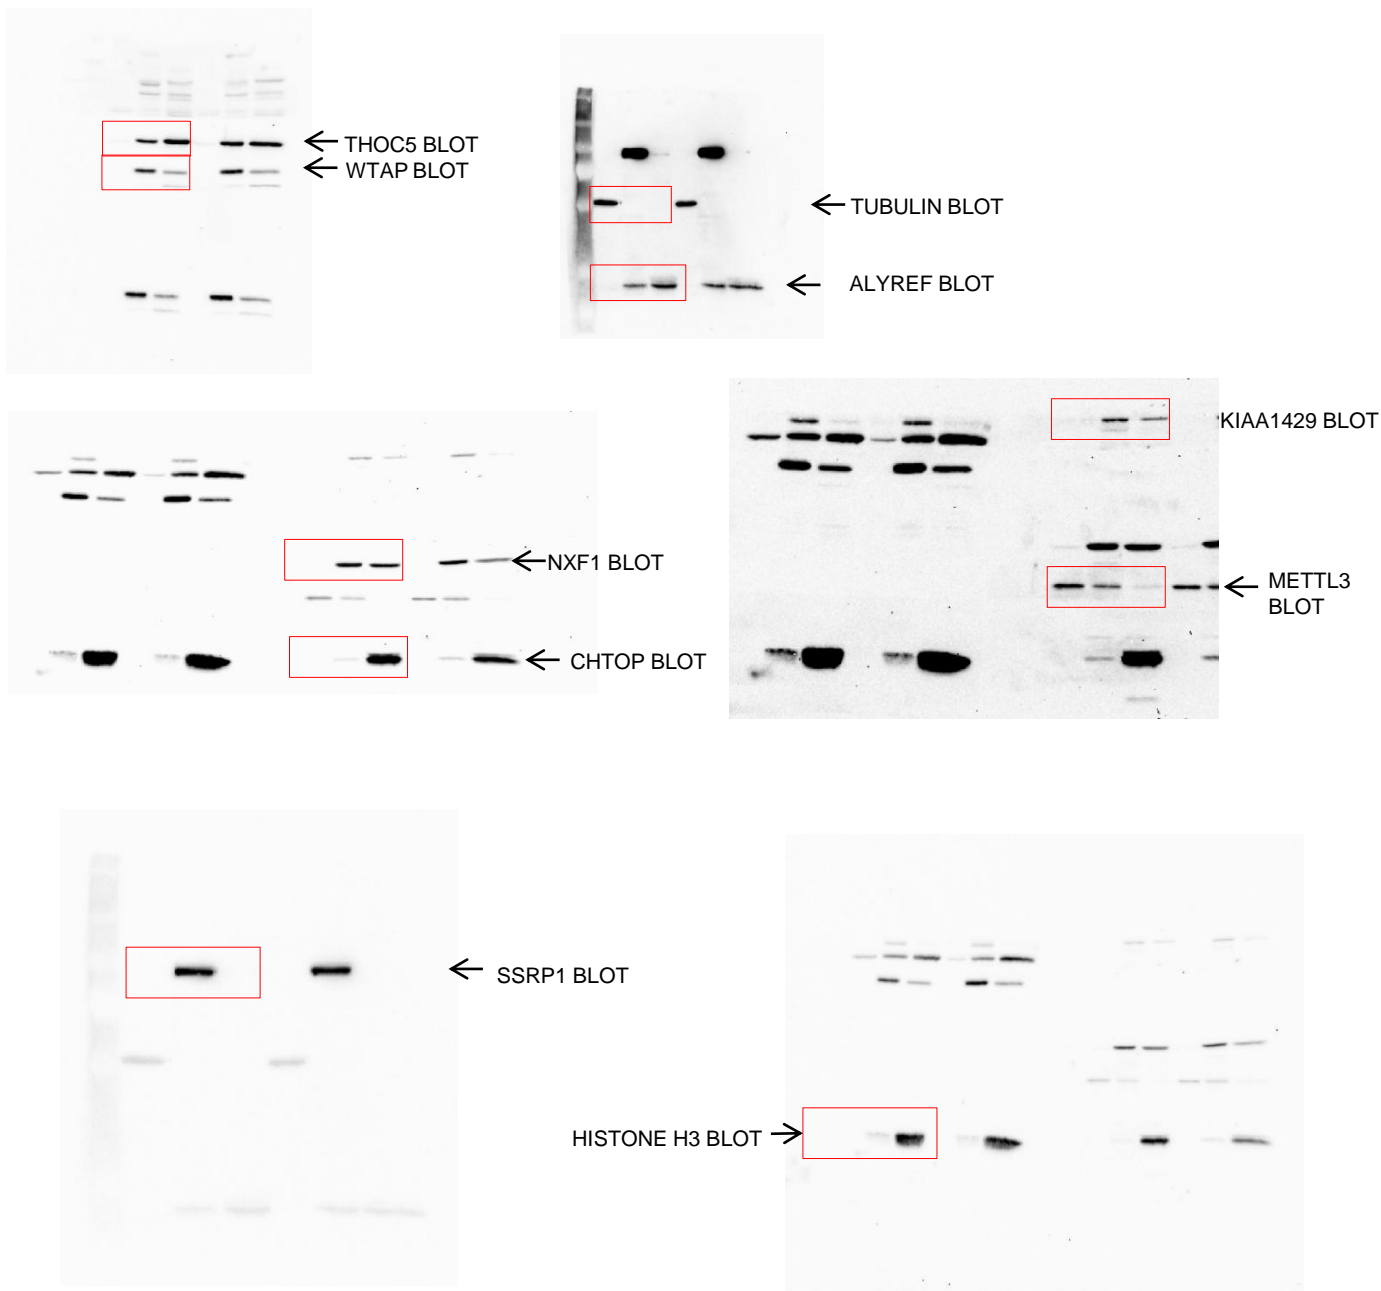

Original images of blots displayed in Fig S5A.

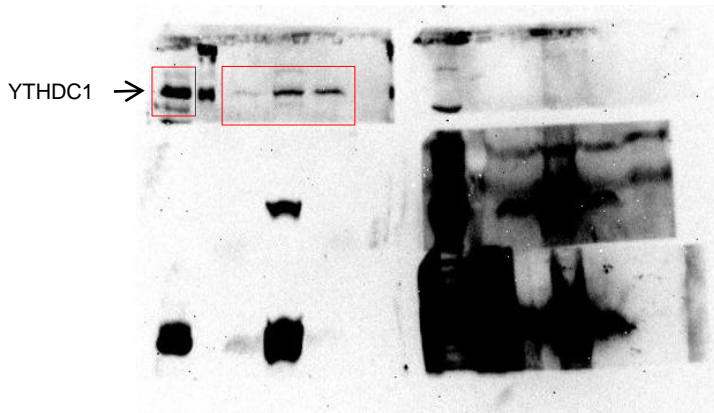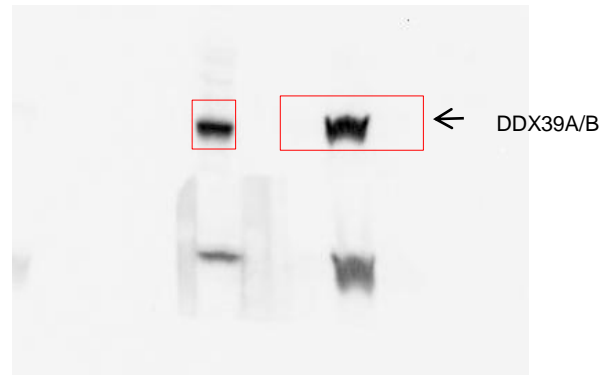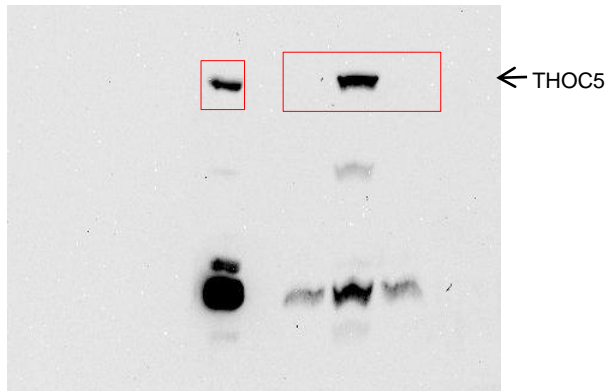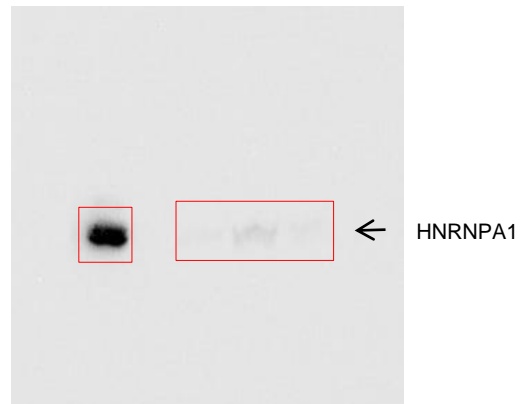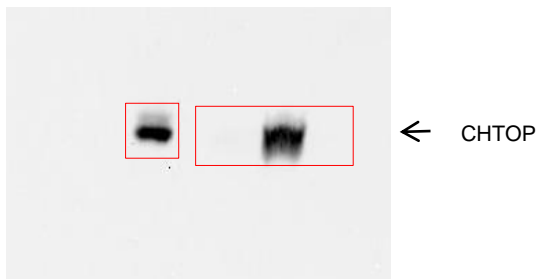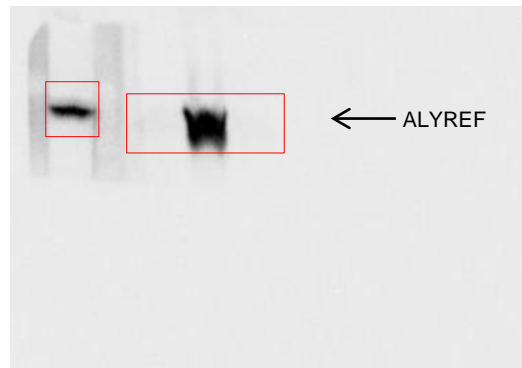

Original images of blots displayed in Fig S5B.

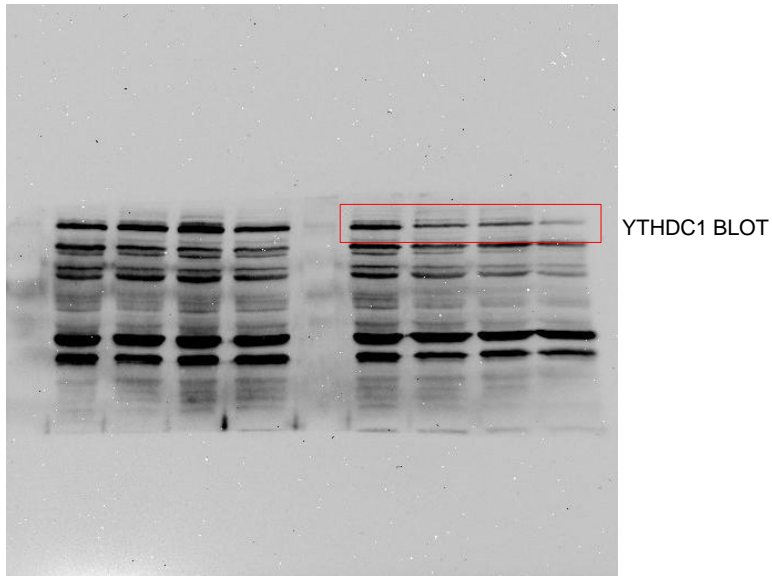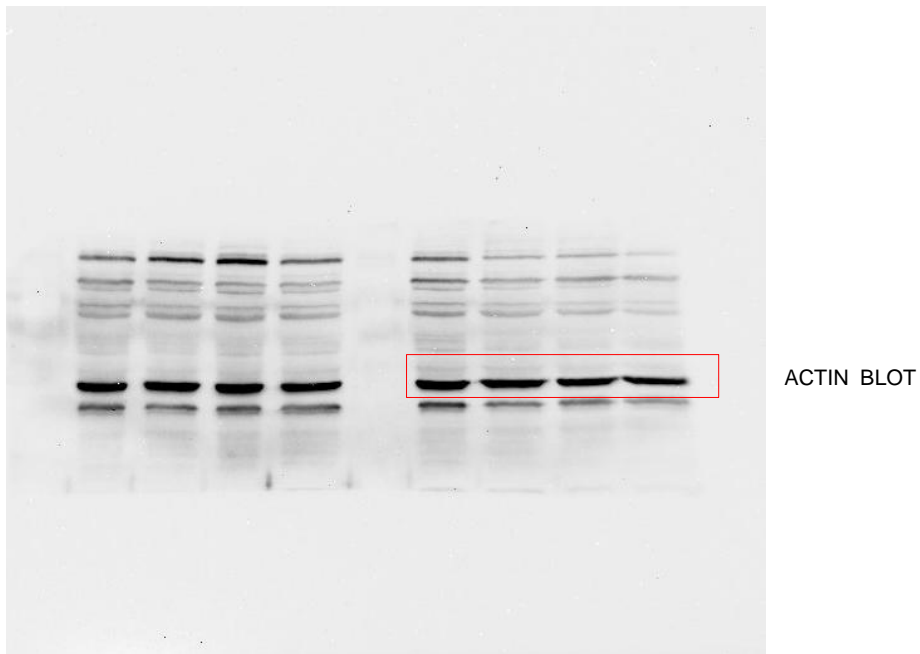

**Supplement:** Supplementary file 1 — supplementary data

How the deposited data were processed for this re-analysis (not part of the article)

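RNA was measured by sequencing of nuclear and cytoplasmic fractions from cells treated with control siRNA or with siRNAs against WTAP and KIAA1429. The 9 samples analysed were 1 control cytoplasmic (replicate 2), 3 control nuclear, 2 WTAP/KIAA1429 RNAi cytoplasmic (replicates 1 and 2) and 3 WTAP/KIAA1429 RNAi nuclear. The other cytoplasmic replicates were not in the files analysed here. Samples were grouped by the siRNA, fraction and replicate in their labels, read with the abbreviations of the Fig. S3 legend.

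The authors trimmed the reads with cutadapt, merged lanes and estimated transcript abundances with salmon against Ensembl transcripts of hg19. For each sample they deposited an estimated count per transcript, without normalization between samples. The deposited TPM values were divided by effective transcript length and scaled by salmon to the same total in every sample. For the length offset, the effective lengths deposited beside them, in nucleotides, were averaged per gene with TPM as weights. The deposited transcript lengths gave the length of the most abundant transcript. The version of salmon is not stated in the paper. TPM values also entered the limma fits and the choice of the most abundant transcript of each gene.

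Transcripts were matched without version number to genes of GENCODE version 44 mapped to GRCh37, the same build as hg19 with a newer annotation than the authors used. Of 215170 transcripts, 183122 (85.1%) were matched, to 56347 genes, carrying 83.07% to 88.31% of the counts of a sample. Estimated counts were summed per gene and rounded to whole numbers. Totals per sample ranged from 11627403 to 19036141, with a median of 14995904. At these depths 3 counts correspond to between 0.19 and 0.303 CPM of the matched counts, which bounds what can be seen of low genes. The control cytoplasmic sample was the deepest.

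The main fit used edgeR 4.0.16 in R 4.3.3, with TMM normalization, a design of 4 groups without a replicate block and the quasi-likelihood test on 16181 genes with at least 10 estimated counts in at least 3 samples. The residual degrees of freedom were 5, and the spread of the control cytoplasmic group came from the other groups. The contrast and the thresholds (log2 fold change of 0.5, Benjamini-Hochberg FDR of 0.1) are the paper's. The standard error printed for a log2 fold change is its size divided by the square root of the F statistic. The code was tested on simulated counts in which 200 genes were changed by 2 on the log2 scale in the RNAi nuclear samples. Gene proportions were otherwise the same in all samples, with a dispersion of 0.02. It found 84.3% of these genes, with 9.3% of the genes found being unchanged ones and a median estimate of 1.97 for raised genes. The simulation gave the control cytoplasmic sample no peculiarity of its own, so it does not measure false calls from one. In simulated sets for the permutation test, 4% of unchanged and 99.5% of shifted sets had p under 0.05.

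Differences of medians between gene sets were tested with 100000 permutations across genes, list overlaps with Fisher's exact test, and shares were given 95% Wilson intervals. K-means (scikit-learn 1.9.0) used a fixed seed, 3 clusters for increased and 4 for decreased genes. Logistic models used statsmodels 0.14.6, and other tests scipy 1.17.1. GC content and transcript length were those of the transcript with the highest mean TPM of each gene. The genes named are every gene the paper names in its own experiments, MALAT1 and NEAT1, and the 10 increased and 5 decreased genes with the largest absolute log2 fold change among those past both thresholds whose sign held in every fit that left out a sample.

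The alternatives set before the processed files arrived were DESeq2 size factors in the edgeR fit, library size only, the DESeq2 1.42.0 Wald test, edgeR's likelihood ratio test, no filter on low counts, at least 10 estimated counts in every sample, the average transcript length offset of tximport, protein-coding genes only, a replicate block, each sample left out except the single control cytoplasmic one, limma 3.58.1 on log2(TPM + 1) or log2(TPM + 0.1), and an FDR of 0.05. Fits with the unmatched transcripts, without mitochondrially encoded genes, with the stricter filter and the likelihood ratio test together, and with a GC correction were added after the results of the main fit were seen. Predictions for the relabelling of samples, the smaller control group and the first covariate models were written after the fits but before those tests were run, and the others after the values they concern had been seen.

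Intron retention, miCLIP overlap, gene ontology and YTHDC1 data were left out because intron reads, methylation sites, ontology terms and YTHDC1 samples were not in the files analysed here. RT-qPCR and immunoprecipitation results have no files either.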

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

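Genes are flagged here because their change after RNAi differed between the nucleus and the cytoplasm in the main fit, by the interaction contrast of edgeR's quasi-likelihood test with an FDR under 0.1. Since 1680 increased and 1273 decreased genes of the 16181 tested passed this test with a change beyond 0.5, a flag for a single gene is common.

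Both siRNA targets were reduced more in the cytoplasm than in the nucleus. WTAP RNA fell to 56.2% of the control in the nucleus and 30.3% in the cytoplasm, a difference of 0.892 on the log2 scale (standard error 0.227, FDR 0.03263). VIRMA, the current symbol of KIAA1429, fell to 47.2% and 23.8%, but its difference of 0.988 did not pass the FDR (0.1239) in the main fit. With the replicate block it did (1.148, FDR 0.04861). Degradation of targets in the cytoplasm by siRNA is a biological explanation that the design does not test. A technical one is that the difference belongs to a shift shared by many genes. Larger nuclear/cytoplasmic changes than that of VIRMA were seen in 14.83% of tested genes, and than that of WTAP in 16.58%, so the shared shift remains as an explanation. This prediction was written, and reworded, after the values were seen.

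METTL14 (0.828, FDR 0.09072) and YTHDC1 (0.58, FDR 0.06063) were flagged with lower cytoplasmic RNA after RNAi and little nuclear change. METTL14 lost significance in each of 7 of the 8 fits that left out a sample and YTHDC1 in 5. DICER1 (1.345) and PTPN12 (1.388), which the paper measured by RT-qPCR, stayed past the FDR in each alternative run for the named genes. GSTP1, a control without methylation in the paper's RT-qPCR, was flagged with a decrease (-0.796, FDR 0.02676), with a nuclear log2 change of -0.521 and a cytoplasmic one of 0.275.

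MALAT1 (1.326, FDR 0.09357) and NEAT1 (0.845, FDR 0.02505), long non-coding RNAs retained in the nucleus, were flagged although they are not exported mRNAs. Neither passed the FDR with the length offset (0.1123 and 0.1454). MALAT1 also missed it without control nuclear replicate 3 (0.1294) or RNAi nuclear replicate 1, 2 or 3 (0.1531, 0.1338 and 0.1451). It passed without control nuclear replicate 1 or 2 (0.01656 and 0.01429). Leaving out RNAi cytoplasmic replicate 1 or 2 left 1 sample in each cytoplasmic group, so for these fits only the MALAT1 changes are given (1.463 and 1.264). NEAT1 passed whichever nuclear sample was left out. For MALAT1 the change lay in the cytoplasm, from 13.81 CPM in the control sample (no replicates) to 5.97 ± 0.71 (SD, n = 2), while its nuclear level was 147.62 ± 55.93 and 161.22 ± 2.88 (SD, n = 3 each). One candidate explanation is nuclear RNA in the control cytoplasmic sample. A list of 10 nuclear long non-coding RNAs was written after the MALAT1 and NEAT1 values were seen. Of these RNAs, 8 were tested and 87.5% of them were lower in the RNAi cytoplasm, against 47.4% of protein-coding genes. MALAT1 and NEAT1, which prompted the list, count toward this share. Of the rest, SNHG14, XIST, FTX, TUG1 and KCNQ1OT1 were lower (log2 changes from -0.361 to -1.442) and PVT1 was higher (0.155). The median cytoplasmic log2 change was -0.602 for the listed RNAs and 0.039 for protein-coding genes. The change of NEAT1 lay mainly in the nucleus, where its log2 change was 0.524 (FDR 0.02968), against -0.321 in the cytoplasm (FDR 0.2235). All 8 listed RNAs were also higher in the RNAi nuclei, by 0.0215 to 1.137 on the log2 scale, which nuclear RNA in the control cytoplasmic sample does not explain. A difference in fractionation of that sample thus remains as an explanation for the cytoplasmic part of such changes only, and an effect of the RNAi cannot be told apart from it there.

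The genes with the largest changes were flagged by the same test. The increases were 8.311 for FHDC1, 8.076 for ENSG00000261732, 7.209 for RYK, 7.069 for ENSG00000290690, 6.89 for NEB, 6.782 for PMFBP1, 6.73 for GTF2IRD2B, 6.489 for ARHGAP11B, 6.437 for ZSWIM1 and 6.351 for ZNF8-ERVK3-1. The decreases were -11.361 for CPNE3, -9.92 for PER2, -9.377 for CCDC61, -8.682 for COL26A1 and -8.474 for ENSG00000205236. Of the 10 increased genes, 9 had 0 estimated counts in both RNAi cytoplasmic samples, and all 5 decreased genes had 0 in the control cytoplasmic sample, so the sizes of these changes have no meaning beyond a signal being present or absent. FHDC1 had 0 in the 3 control nuclear samples and in RNAi nuclear replicate 3. Salmon can assign the reads of overlapping or near-identical transcripts to one gene in one sample and to another gene in the next, which makes GTF2IRD2B, ARHGAP11B and ZNF8-ERVK3-1 uncertain. No explanation was tested for these genes, biological or technical.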

How the results depend on the processing

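Without covariates, the longer final exons of increased genes held under each of the 19 alternatives run for this result. These did not include the GC corrections or the limma fit on log2(TPM + 0.1). The difference of 0.237 on the log10 scale fell to 0.057 with the final exon of the most abundant transcript. With covariates, that exon gave the opposite direction (odds ratio 0.754 per SD of log10 length). The number of increased genes stayed within 1.5 times the main count of 1680 except with the transcript length offset (1069), the limma fits on log2(TPM + 1) and log2(TPM + 0.1) (721 and 941), the GC correction (682) and the GC correction with the replicate block (973). The GC corrections were chosen after seeing the data. From 1218 to 2023 genes were increased across the 8 fits that each left out one sample.

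The number of decreased genes, 1273 in the main fit, depended on the processing more. It was 164 with library size only, 794 with at least 10 estimated counts in every sample, 713 with the length offset, 1917 with the replicate block, 27 and 52 in the limma fits on log2(TPM + 1) and log2(TPM + 0.1), and 738 at an FDR under 0.05. Added after seeing the data, it was 702 with unmatched transcripts kept, 843 with the stricter filter and the likelihood ratio test, and 499 with the GC correction. With the GC correction and the replicate block together it was 849. Leaving out a sample gave from 575 to 1585. TMM factors ranged from 0.8301 in RNAi cytoplasmic replicate 2 to 1.1307 in control nuclear replicate 2, so leaving them out shifts the cytoplasmic RNAi samples against the others and moves the balance between increased and decreased genes. The limma fits on TPM have neither TMM nor counts, and a pseudocount shrinks changes of low genes.

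The replicate block raised the counts to 2121 increased and 1917 decreased genes. The pairing is taken from the labels. Control and RNAi nuclear samples of the same number deviated together with a mean correlation across genes of 0.113. The mean of -0.056 for different numbers largely follows from that value and is not a separate baseline. Nuclear samples alone do not show whether nucleus and cytoplasm of the same number deviate together, and only replicate 2 is present in all groups.

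For the nuclear comparison, 792 genes in the main fit became 490 with library size only, 1306 without a filter, 442 with the length offset and 102 in the limma fit on log2(TPM + 1). Leaving out a sample gave from 52 to 1071. Without RNAi nuclear replicate 1, 2 or 3 only 256, 106 and 52 genes remained, and without control nuclear replicate 3 only 88. Leaving out control nuclear replicates 1 and 2 raised the count to 1071 and 937, so it depends on which sample is left out.

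The share of increased genes with opposite changes in the fractions (71.73%) moved to 78.77% with the length offset and 84.74% in the limma fit on log2(TPM + 1), and lay between 67.58% and 75.58% with a sample left out. For decreased genes (69.6%) it was 76.22% with library size only, 66.78% with the DESeq2 Wald test, 74.73% without a filter, 66.25% with at least 10 estimated counts in every sample, 75.32% with the length offset, 65.61% for protein-coding genes, 64.79% with the replicate block and 51.85% in the limma fit on log2(TPM + 1), and from 65% to 74.78% with a sample left out. By clusters, the share of increased genes (67.44%) was 100% with a cluster limit of 0.15 and 71.73% by signs, and that of decreased genes (79.1%) was 69.6% by signs.

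The larger median effect of increased genes kept its direction in 17 of the alternatives run for it. It reversed in the limma fit on log2(TPM + 1), with a difference of -0.438 from a decreased set of 27 genes. It was not computed for the limma fit on log2(TPM + 0.1) or the GC corrections. The overlap of increased genes with the methylation list (odds ratio 1.269) was no longer past a p of 0.05 with at least 10 estimated counts in every sample (1.13) or among protein-coding genes (1.117), which take low or non-coding genes out of the comparison. For decreased genes (1.027) the odds ratio was 1.228 with the DESeq2 Wald test and 2.529 without a filter, both past 0.05, and fell below 1 with library size only (0.648), at least 10 estimated counts in every sample (0.861), the length offset (0.953), protein-coding genes (0.882) and the limma fit on log2(TPM + 1) (0), none past 0.05. Leaving out a sample gave from 1.031 to 1.219. The largest, 1.219, came without RNAi cytoplasmic replicate 1, which left 1 sample in each cytoplasmic group, so it is given as a size only. Without a filter the genes compared include many with almost no reads, which are seldom in the list.

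The replicate block brought VIRMA, THOC5, SYMPK and MC1R past the FDR of 0.1. Among the 36 named genes there were 396 rows, of which 343 did not change, 32 became weaker, 7 stronger and 14 reversed. All reversals were of genes with little change. With a sample left out, the log2 change of ALYREF (-0.003) lay between -0.302 and 0.404, that of DDX39A (-0.177) between -0.468 and 0.221, that of DDX39B (-0.013) between -0.081 and 0.112 and that of NXF1 (0.075) between -0.048 and 0.266. The replicate block gave 0.065 for DDX39B and -0.097 for NXF1, and the length offset -0.188 for NXF1.

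With 1 control cytoplasmic sample, no fit left that sample out, and the depth of the others does not replace it.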

Differences from the paper's values

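The number of genes with an increased nuclear/cytoplasmic ratio was 1680, against the paper's 301. None of the alternatives set before the files arrived closed the gap, the nearest being the limma fit on log2(TPM + 1) with 721. The GC correction, chosen after seeing the values, gave 682. The paper used 3 replicates per group, of which 3 cytoplasmic samples were not in the files analysed here.

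The number of genes with a decreased ratio was 1273, against the paper's 111. With library size only it was 164, which is within 1.5 times the paper's value, although the increased genes then numbered 2236. No other alternative set before the files arrived came within 1.5 times. The limma fits on log2(TPM + 1) and log2(TPM + 0.1) gave 27 and 52.

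The paper describes TAF7 as having an increased ratio by RT-qPCR. In the sequencing its log2 change was 0.411 (FDR 0.3435). GSTP1, described there as unaltered, changed by -0.796 (FDR 0.02676). SYMPK, also described as unaltered, changed by -0.41 (FDR 0.1725), and by -0.502 with the replicate block (FDR 0.04287). The paper describes the effect on decreased genes as much smaller than that on increased genes. The main fit gave the same order, with a difference of medians of 0.657, as did 17 alternatives. The limma fit on log2(TPM + 1) gave the opposite order, with a difference of -0.438 from 27 decreased genes. By clusters, the paper gives opposite changes in the fractions for 86% of increased and 70% of decreased genes. Here the shares by clusters were 67.44% (100% with a cluster limit of 0.15) and 79.1%. By signs they were 71.73% and 69.6%.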

Other observations

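The number of changed genes rested on the control cytoplasmic sample. The RNAi label was moved between samples within each fraction, which gives 60 labellings. As many as 1680 increased genes were found in 2 of the 60, and as many as 1273 decreased genes in 3 of the 60. In the 20 labellings that kept the control cytoplasmic sample, between 651 and 2229 genes were increased and between 266 and 1877 decreased, whichever nuclear samples were called RNAi. In the other 40, at most 1 gene was increased and at most 1 decreased. The largest number of increased genes, 2229, came with the nuclear labels swapped. The counts thus follow the difference between the control cytoplasmic sample and the RNAi cytoplasmic samples, and an effect of the RNAi cannot be told apart from anything else particular to that sample. In the nuclear fraction alone, 1 of the 10 splits of the 6 samples, the real one, gave 792 changed genes and the others gave 0, and 10 splits cannot give a share under 0.1.

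Increased genes were poor in GC. The median GC content of the most abundant transcript was 41.7% for increased genes, 59.2% for decreased genes and 51.2% for the other tested genes. Across the 16181 tested genes, which are not independent replicates, Spearman's rho of GC content was 0.513 with the cytoplasmic change, -0.034 with the nuclear change and -0.494 with the change of the ratio. In CPM, 10 points of GC went with a log2 change of -0.213 in the control cytoplasmic sample, 0.163 and 0.254 in the RNAi cytoplasmic samples and between -0.072 and 0.021 in the nuclear samples. A GC bias of single libraries is a technical explanation, and would be seen between replicates. The largest difference between samples of a group was 0.093, against 0.421 between RNAi and control cytoplasm, so replicated groups show no bias of this size. The control cytoplasm has no replicate in which to look for it. A correction of each sample for GC, chosen after seeing the data, left 682 increased and 499 decreased genes, and it would remove a biological dependence on GC as well. As a hypothesis, export or stability of AU-rich mRNAs may depend on WTAP and KIAA1429, but this cannot be told apart from a bias of the control cytoplasmic library. The prediction was written after the dependence on GC was seen.

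The final exon lengths of increased genes gave opposite results in models with other properties of the transcript, depending on which final exon was taken. The covariates were the length of the rest of the most abundant transcript, its GC content and the expression level of the gene. With the longest final exon per gene, a longer final exon went with higher odds of being increased, with an odds ratio of 1.531 per SD of log10 length (95% interval 1.435 to 1.635), so these covariates did not remove the difference. With the final exon of the most abundant transcript, for which the unadjusted difference was 0.057 on the log10 scale, the odds ratio was 0.754 (95% interval 0.713 to 0.797). GC content had an odds ratio per SD of 0.263 in the first model and 0.207 in the second. The prediction for the most abundant transcript was written before its model was run, and that for the longest final exon after the result for the most abundant transcript was seen. Genes with more annotated transcripts have more final exons to take the longest from, and the number of transcripts was not in the models.

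The methylated genes of Table S1, which are not the miCLIP sites of Fig. 3B, were compared with the changed genes. The available copy of the table lacks 3769 rows, and 89.7% of its 2151 names in the methylation columns were matched to genes. The list held 236 of 1680 increased genes (14%) and 1655 of 14501 other tested genes (11.4%), an odds ratio of 1.269 (Fisher's exact test across genes, p = 0.001988). For decreased genes the list held 152 of 1273 (11.9%), an odds ratio of 1.027 (Fisher's exact test, p = 0.7506). Adjusted for transcript length, GC content and expression level, the odds ratio for increased genes was 1.32 (95% interval 1.124 to 1.551). The unadjusted odds ratio was smaller with at least 10 estimated counts in every sample (1.13) and among protein-coding genes (1.117). Neither was past a p of 0.05, so the unadjusted overlap depends on which genes it is compared with. The adjusted model was run on the 16181 tested genes and not under these filters. The part of the table left out and other covariates were not tested. Increased genes in the list had a median longest final exon of 3806 nt, against 1540 nt for genes that were neither increased nor in the list, 2618 nt for genes in the list that were not increased and 2719 nt for increased genes outside it.

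More genes changed here than the paper reports. A smaller group as a cause was tested by keeping 1 control nuclear sample at a time in the nuclear comparison, which gave 531, 1279 and 105 genes with replicates 1, 2 and 3, a median of 531 against 792 with all 3. The prediction, written before these fits, did not say how fits in opposite directions would be read, and the median was chosen after seeing them. The count thus depends on which sample is kept, in either direction, and the explanation is neither supported nor excluded for the cytoplasmic group.

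The genes of the paper's RT-qPCR panels showed a range of changes in the ratio by sequencing. The log2 change was 1.345 for DICER1, 1.388 for PTPN12, 0.411 for TAF7 (FDR 0.3435), -0.796 for GSTP1, -0.41 for SYMPK and 1.202 for MC1R (FDR 0.1251). The paper picked GSTP1, SYMPK and MC1R as negative controls. The MC1R estimate was close to that of DICER1 but less certain (standard error 0.469), at 2.62 CPM in the control cytoplasm (no replicates). MC1R is also in a methylation column of Table S1. For METTL3 it was 0.293 (FDR 0.3675). Among subunits and partners of TREX, THOC5 changed by -0.417 (FDR 0.1266), CHTOP by -0.163, ALYREF by -0.003, DDX39A by -0.177, DDX39B by -0.013 and NXF1 by 0.075, and none passed an FDR of 0.1 in the main fit. With the replicate number as a block, THOC5 (-0.454, FDR 0.06813), SYMPK (-0.502, FDR 0.04287) and MC1R (1.434, FDR 0.05795) passed it. HNRNPA1 and SSRP1 changed by -0.247 and -0.142.

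Transcripts annotated as retained introns held 5.503% ± 0.209 of the counts assigned to genes in RNAi nuclei and 5.09% ± 0.801 in control nuclei (SD, n = 3 each, exact permutation test, p = 0.6, where 0.1 is the smallest p possible). This is a share of annotated transcripts and not of reads in introns. Nuclear samples held 5.3% ± 0.57 (SD, n = 6) and cytoplasmic samples 3.49% ± 0.13 (SD, n = 3, exact permutation test, p = 0.02381, the smallest p possible). Mitochondrially encoded genes took 24.28% ± 4.92 of nuclear counts (SD, n = 6) and 16.55% ± 2.78 of cytoplasmic counts (SD, n = 3, exact permutation test, p = 0.07143). Both tests between fractions treat samples as independent, although samples of the fractions share siRNA and replicate labels. The nuclear samples divide evenly between the siRNAs and the cytoplasmic ones do not. No explanation was tested for these shares.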
